# Spatial Chromosome Organization and Adaptation of *Escherichia coli* under Heat Stress

**DOI:** 10.3390/microorganisms12061229

**Published:** 2024-06-19

**Authors:** Xu-Ting Wang, Bin-Guang Ma

**Keywords:** *Escherichia coli*, 3D genome, transcriptome, thermal adaptation, chromosome conformation

## Abstract

The spatial organization of bacterial chromosomes is crucial for cellular functions. It remains unclear how bacterial chromosomes adapt to high-temperature stress. This study delves into the 3D genome architecture and transcriptomic responses of *Escherichia coli* under heat-stress conditions to unravel the intricate interplay between the chromosome structure and environmental cues. By examining the role of macrodomains, chromosome interaction domains (CIDs), and nucleoid-associated proteins (NAPs), this work unveils the dynamic changes in chromosome conformation and gene expression patterns induced by high-temperature stress. It was observed that, under heat stress, the short-range interaction frequency of the chromosomes decreased, while the long-range interaction frequency of the Ter macrodomain increased. Furthermore, two metrics, namely, Global Compactness (GC) and Local Compactness (LC), were devised to measure and compare the compactness of the chromosomes based on their 3D structure models. The findings in this work shed light on the molecular mechanisms underlying thermal adaptation and chromosomal organization in bacterial cells, offering valuable insights into the complex inter-relationships between environmental stimuli and genomic responses.

## 1. Introduction

In cellular organisms, chromosomes undergo significant compression to fit within the confines of the cell. The mechanisms by which organisms achieve this compression while still enabling vital processes like replication and transcription remain elusive. The development of chromosome conformation capture (3C) technologies has provided crucial support for analyzing chromosome organization in vivo [1]. Unlike eukaryotes, bacteria lack a nucleus encased in a nuclear membrane, resulting in DNA organization into nucleoids. Recently, there has been a growing application of 3C technologies to investigate the structural organization of bacterial nucleoids [2,3,4]. Macrodomain organization is a prevalent feature across bacterial nucleoids [5,6,7]. The Ori and Ter macrodomains in *E. coli* were initially identified using fluorescence in situ hybridization (FISH) [5], and their uneven distribution within the circular chromosome was directly visualized through fluorescence microscopy [8]. Global 3C data have validated the presence of four macrodomains and two non-structural regions in logarithmically growing cells [9,10]. Macrodomain formation is believed to be closely linked to Structural Maintenance of Chromosome (SMC) proteins. Homologs of SMC proteins in *E. coli* include MukBEF proteins, which are implicated in chromosome condensation over long distances, extending beyond the Ter macrodomain [11].

The 3C coupled with sequencing (3C-seq) data analysis has revealed the presence of 31 chromosome interaction domains (CIDs) in *E. coli* [9]. It is hypothesized that the macrodomains of *E. coli* may be comprised of nested CIDs, with a significantly higher frequency of interactions occurring within the CIDs compared to the interactions between them [12]. Some studies suggest that CID formation in *E. coli* may be stochastic and subject to variation under different growth conditions [13], with the underlying mechanism remaining elusive. It is speculated that CID formation may be influenced by factors such as DNA supercoiling, macromolecular crowding, and transcription processes. Nucleoid-associated proteins (NAPs) play a pivotal role in organizing the nucleoid structure of *E. coli*, with 12 common NAPs identified, including Fis, HU, H-NS, INF, and StpA [14]. Super-resolution fluorescence microscopy reveals the following distinct localization patterns: H-NS exhibits a clustered distribution, while HU, Fis, IHF, and StpA are dispersed throughout the nucleoid [15]. The 3C data indicate that H-NS predominantly regulates short-distance interactions, whereas HU and Fis modulate long-distance interactions through distinct mechanisms [9]. Additionally, the interactions between NAPs and DNA, alongside the concentration of metabolites, proteins, water, and salt in the cytoplasm, influence the solvent properties of the cytoplasm, thereby impacting the nucleoid spatial organization [16,17,18,19,20,21].

The heat-stress response in *E. coli* has garnered significant attention since its inception [22,23,24,25,26]. Traditional research methodologies have elucidated numerous molecular mechanisms underlying heat-response regulation [26,27,28,29], and these findings have found broad application, particularly in synthetic biology [25,30]. A previous investigation has identified a correlation between the expression levels of heat stress-responsive genes and their sequence properties [28]. The supercoil structure of bacterial DNA is influenced by transcription levels [31], and changes in temperature affect transcription levels and temperature-sensitive mRNA conformation [26]. However, it remains unclear how temperature alterations induce changes in the chromosome structure, potentially affecting the expression levels of NAPs, and how the variations in the NAP expression levels reciprocally influence chromosome conformation in *E coli*. To address these questions, we need to study the 3D genome under heat-stress conditions.

In this study, we employed 3C-seq technology to elucidate the chromosome conformations of *E. coli* under normal-temperature (37 °C) and high-temperature (45 °C) conditions. Additionally, RNA-seq technology was adopted to assess the transcription levels of *E. coli* genes across varying temperatures. Through the integration of 3D genomic and transcriptomic analyses, we observed significant alterations in both the transcription levels and the 3D organization of the *E. coli* nucleoid in response to high-temperature stress. Specifically, we observed a decrease in the interaction frequency between DNA segments within a range of approximately 200 kb, accompanied by a relative increase in the interaction frequency among DNA segments spanning over 1000 kb in the high-temperature environment. Furthermore, based on 3D structural models, the analysis of Global Compactness (GC) revealed a trend toward increased chromosome compaction under high-temperature stress, while Local Compactness (LC) exhibited distinct changes across different chromosome regions. Through the comprehensive analysis of gene transcription levels and chromosome structural features, we uncovered a close association between alterations in chromosome organization and changes in the transcription level induced by high temperature. These findings underscore the intricate interplay between chromosomal architecture and gene expression in response to environmental stress.

## 2. Materials and Methods

### 2.1. Bacterial Culture and Heat Treatment

The bacterial strain used in this study was *Escherichia coli* MG1655, preserved in our laboratory. The LB medium was used for cultivating *E. coli* in the experiment. *E. coli* cells stored at −80 °C were inoculated in fresh LB medium at a 1:50 ratio before culturing, cultured at 37 °C overnight, and then inoculated in the LB medium at a 1:100 ratio for culturing at 37 °C. When the OD_600_ of the culture medium reached 2 (about 1.5 h), the culture medium was divided into the following two groups: the normal-temperature group and high-temperature group. The normal-temperature group was continued at 37 °C, and the culture temperature in the high-temperature group was raised to 45 °C (by placing the culture medium in a water bath of 50 °C for 1 min and 20 s) to continue. At two time points (namely, 10 min and 2.5 h after the heat treatment), 1 mL of the culture was sampled in the normal-temperature group and the high-temperature group, respectively, to prepare the 3C library, RNA-seq library, and nucleoid fluorescence imaging experiments. The reagents used in the experiments are listed in Table S1.

### 2.2. The 3C and RNA Sequencing

The method described in Lioy and co-authors’ work [9] was modified to generate the 3C library of *E. coli*. The *E. coli* cells were cultured at 45 °C for 10 min (thermal logarithmic growth phase, simplified as Therm_Log) and 2.5 h (thermal stationary growth phase, simplified as Therm_Sta) and at 37 °C for the same time points (Norm_Log and Norm_Sta) in the four groups of culture media, and 1mL of culture media in each group was sampled for the construction of the 3C and RNA sequencing libraries, respectively. The detailed process for the 3C and RNA library construction is described in Supplementary Methods, Section S2.1. The resulting 3C and RNA libraries were sequenced by Novogene company, Tianjin, China (150 bp pair-end sequencing).

### 2.3. Fluorescence Imaging of Bacterial Nucleoid

The *E. coli* culture medium was centrifuged at 3500× *g* for 10 min to remove the supernatant, and then 1 × DAPI staining solution was added to re-suspend the bacteria. After incubation at room temperature for 30 min, the supernatant was centrifuged again, washed twice with 1 × PBS, and re-suspended with 1 × PBS. Using the Nikon Ti2-E microscope for multi-channel (bright-field DIA and dark-field DAPI) imaging, the images of the two channels could be superimposed to obtain the contours of the *E. coli* cells and their nucleoids. OpenCV was used for the image recognition, and the length and width of the outer contours of the bacterial nucleoids in each fluorescence image were recorded.

### 2.4. Interaction Matrix and CID Analysis

The procedure in Lioy and co-authors’ work [9] was used to generate the chromosome interaction matrices at a 5 kb resolution (bin size) based on the data obtained from the sequencing of the 3C library. The generated interaction matrix was normalized by the SCN method [32] to facilitate the subsequent comparative analysis. The short-range interaction frequency and proportion were calculated to reflect how a target bin interacts with its neighboring bins on the genome (see Supplementary Methods, Section S2.2, for details). According to the definition in Dixon and co-authors’ work [33], the directionality index (DI) was calculated for each interaction matrix by using the script of Lioy et al. [9]. According to the definition, the DI reflects the tendency of each bin to interact with the upstream and downstream bins along the chromosomal direction. Therefore, the alternating position of the positive and negative DI value was considered as the location of the CID boundary.

### 2.5. Transcription Level and Correlation Analysis

After removing the adapter from the Illumina sequencing data, the software Cutadapt (version 3.5) was used to remove the bases of the reads with a low quality at the head and tail. Sequencing data were aligned to the reference genome (U000913.3) using the software TopHat (version 2.1.1) calling Bowtie2 (version 2.4.4). The FPKM values for each gene were calculated by combining the results of the comparison with the reference annotation information using the software Cufflinks (version 2.2.1). Since the interaction frequency data were in matrix form, with segment sizes of 5 kb as units, and the transcription levels were in gene units with large fluctuations, it was impossible to directly analyze the correlation. Firstly, we divided the transcription level data into 5 kb segments (bins) according to the location of the gene, counted the transcription level of each bin, and then calculated the log2 value of this level to make it relatively centralized and convenient for comparison. Then, the values of the diagonal in the interaction matrix were used to calculate the Z-score of the interaction frequency, and this Z-score was used for the Pearson correlation analysis with the Z-score of the transcription level. The software tools used in this study are summarized in Table S2.

### 2.6. Chromosome 3D Model Construction and Compactness Calculation

Using the EVR program [34], the normalized interaction matrices were converted to 3D structure models. The generated models could be directly visualized using PyMol. To facilitate comparison between the 3D models, we devised the following two indicators for measuring the compactness of the 3D chromosome structure: Global Compactness (GC) and Local Compactness (LC).

The GC is defined as Equation (1), as follows:

(1) $$GC=-{log}_{2}\frac{\sum_{i,j=0,i\neq j}^{n}D(i,j)}{\sum_{i,j=0,i\neq j}^{n}d(i,j)}$$

In this formula, *GC* is the Global Compactness, *i* and *j* are indices for the bins, *D* (*i*, *j*) is the Euclidean distance between bin *i* and bin *j* in the chromosome 3D structure model, and *d* (*i*, *j*) is the distance between bin *i* and bin *j* on a reconstructed circle. The details for the calculation of the *GC* are described in Supplementary Methods, Section S2.3.

The *LC* is defined as Equation (2), as follows:

(2) $${LC}_{i}=-{log}_{2}\frac{\sum_{j=i-thr}^{i+thr}D(i,j)}{\sum_{j=i-thr}^{i+thr}d(i,j)}$$

In this formula, *LC_i_* is the Local Compactness of bin *i*, *D* (*i*, *j*) is the Euclidean distance between bin *i* and bin *j* in the chromosome 3D structure model, *d* (*i*, *j*) is the distance between bin *i* and bin *j* on a reconstructed straight line within the local range of bin *i*, and *thr* is the threshold for the local range definition. The larger the *LC_i_*, the higher the chromosome compactness at the location of bin *i*. The details for the calculation of the LC are described in Supplementary Methods, Section S2.4.

## 3. Results

### 3.1. Chromosome Interaction Decreases with Linear Genomic Distance in All Conditions

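3C-seq records which chromosomal DNA segments lie close together in the cell. DNA is fixed with formaldehyde, digested with the restriction enzyme HpaII, ligated and sequenced, and a read pair that joins 2 segments is counted as a contact. Cultures kept at 37 °C or shifted to 45 °C were sampled after 10 min in logarithmic phase (Norm_Log and Therm_Log) or after 2.5 h in stationary phase (Norm_Sta and Therm_Sta), with 2 replicate libraries per group. Another group of 2 libraries, called Norm_Log0 here, was sampled at 37 °C at 0 min, and the paper does not report on it. The authors deposited a symmetric matrix of raw contact counts for each library, made by the procedure of Lioy and co-authors, with the chromosome divided into 929 bins of 5 kb. Replicates were not pooled in these matrices, and the SCN normalization had not been applied. The libraries held 1099364 and 1143723 contacts in Norm_Log, 440255 and 482774 in Norm_Sta, 1064739 and 1194968 in Therm_Log, 1006692 and 453690 in Therm_Sta, and 876211 and 863933 in Norm_Log0. Of the 431056 pairs of different bins, between 27.2% and 57.9% held no contact in a library, so frequencies were averaged over distances or regions. The counts of replicates differed by more than the sampling noise in every group, with a chi-square per degree of freedom from 2.42 in Norm_Log0 to 14.0 in Therm_Log, and each library was treated as a separate replicate. Each matrix was normalized by 10 rounds of SCN, which divides columns and then rows by their sums, so that an interaction frequency is a share of the contacts of a bin. Values are the mean ± SD of 2 libraries, and groups were compared by a two-sided exact permutation test, whose smallest possible p for 2 libraries against 2 is 0.333.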

For the four groups (Norm_Log, Norm_Sta, Therm_Log, and Therm_Sta) of *E. coli* culture samples, 3C-seq experiments were conducted, yielding interaction frequencies between chromosomal DNA fragments which reflect the spatial organization of the *E. coli* chromosome under these conditions. Analysis involving the linear genomic distance and spatial interaction frequency of the DNA segments revealed notable trends. 

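The interaction frequency was averaged over all bin pairs at each linear distance. Bins 5 kb apart had a mean frequency of 0.0264 ± 0.00147 in Norm_Log, 0.0146 ± 0.00265 in Norm_Sta, 0.0199 ± 0.00177 in Therm_Log and 0.0219 ± 0.00217 in Therm_Sta (SD, n = 2 each). At 100 kb the frequency was 0.00440 ± 0.0000173 in Norm_Log, 0.00287 ± 0.000473 in Norm_Sta, 0.00360 ± 0.000295 in Therm_Log and 0.00340 ± 0.000314 in Therm_Sta. At 1000 kb it was 0.000476 in Norm_Log, 0.000815 in Norm_Sta, 0.000584 in Therm_Log and 0.000662 in Therm_Sta. The fall was not monotonic from bin to bin. Of the 99 steps between neighbouring distances up to 500 kb, 76 and 79 fell in the Norm_Log libraries, 63 and 67 in Norm_Sta, 71 and 75 in Therm_Log, and 64 and 67 in Therm_Sta.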

Figure 1A illustrates that the spatial interaction frequency between the DNA segments inversely correlates with the linear genomic distance under all growth conditions. Most chromosome interactions occur within a linear distance of 500 kb, and, beyond this range, the interaction frequencies decline to very low levels. 

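At 500 kb the mean frequency was close in the 4 groups, at 0.00106 in Norm_Log, 0.00103 in Norm_Sta, 0.00107 in Therm_Log and 0.000989 in Therm_Sta. A pair of bins would have a frequency of 0.00108 if all bins met equally often. Averaged over all distances above 500 kb, the frequency was 0.000415 in Norm_Log, 0.000577 in Therm_Log, 0.000607 in Therm_Sta and 0.000733 in Norm_Sta. Above 1000 kb the Norm_Log libraries were at 28.6% and 29.0% of the evenly spread level, the Therm_Log libraries at 41.5% and 51.1%, the Therm_Sta libraries at 44.8% and 53.3%, and the Norm_Sta libraries at 56.9% and 68.5%.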

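Averaged over the 100 distances from 5 to 500 kb, the interaction frequency was 0.00329 ± 0.0000182 in Norm_Log, 0.00275 ± 0.000224 in Therm_Log, 0.00263 ± 0.000186 in Therm_Sta and 0.00223 ± 0.000253 in Norm_Sta (SD, n = 2 each). Norm_Log had the highest group mean at 94 of the 100 distances, and Norm_Sta the lowest at 73. The order Norm_Log, Therm_Log, Therm_Sta, Norm_Sta held at 60 distances, and at 20 others the same order held with Norm_Sta above Therm_Sta. The libraries were also compared one by one. Both Norm_Log libraries lay above both Norm_Sta libraries at 95 distances, above both Therm_Log libraries at 80 and above both Therm_Sta libraries at 97. Both Therm_Log libraries exceeded both Norm_Sta libraries at 91 distances. Both Therm_Sta libraries exceeded both Norm_Sta libraries at 39 and were below both at 7. In the mean over the 100 distances the Therm_Sta libraries, at 0.00250 and 0.00277, lay above the Norm_Sta libraries, at 0.00205 and 0.00241. Chance alone puts both libraries of one group above both of another at 16.7% of distances on average. The distances come from the same libraries and are not independent, so a shift of whole libraries can move most of them together.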

Upon closer examination of the interaction frequency patterns within 500 kb, we observed that the samples from the Norm_Log group exhibited the highest interaction frequencies at equivalent linear distances, and the samples from the Norm_Sta group exhibited the lowest interaction frequencies, whereas the samples from the Therm_Log and Therm_Sta groups displayed interaction frequencies of intermediate levels.

### 3.2. The Long-Range (>200 kb) Interaction of Ter Macrodomain Increases under the Heat Stress

We calculated the ratio of the interaction matrix under heat stress and the interaction matrix under normal temperature and drew the heat maps (Figure 1B), from which the change in the *E. coli* chromosome interaction under heat stress can be obviously observed. As shown, compared with the normal-temperature condition, the interaction frequencies of the logarithmic and stationary phases under the heat-stress condition increased relatively in the range above 1000 kb, while the reduction in the interaction frequency was mainly concentrated in the range below 1000 kb, as shown by the black dashed lines in Figure 1B. 

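Interaction frequencies were averaged in distance classes and the groups compared as log2 ratios. In logarithmic phase, heat raised the mean frequency above 1000 kb by 0.68 on the log2 scale, with the 4 library pairs between 0.52 and 0.84, and from 500 to 1000 kb by 0.18. In the classes from 5 to 25, 25 to 100, 100 to 200 and 200 to 500 kb the ratio was -0.37, -0.32, -0.27 and -0.13. Both Therm_Log libraries lay beyond both Norm_Log libraries in all 6 classes (exact permutation test, two-sided, p = 0.333 each). For the stationary phase, Therm_Sta was compared with Norm_Sta and also with Norm_Log, the denominator named in the title of the right subfigure of Figure 1B. Against Norm_Sta the log2 ratio was -0.35 above 1000 kb, with library pairs from -0.61 to -0.09 and -0.22 without Norm_Sta replicate 1. It was -0.12 from 500 to 1000 kb, and 0.50, 0.34 and 0.19 in the 3 classes up to 200 kb. From 200 to 500 kb it was 0.02, and there the libraries of the 2 groups overlapped. Against Norm_Log the ratio was 0.76 above 1000 kb, with library pairs from 0.63 to 0.90, 0.24 from 500 to 1000 kb, and between -0.42 and -0.27 in the 4 classes up to 500 kb. With 1 library left out in turn the ratio above 1000 kb ran from 0.53 to 0.83 in logarithmic phase and from -0.49 to -0.22 in stationary phase. The other alternatives moved it less, at most to 0.64 with raw counts divided by the library total and to -0.30 with replicates summed before normalization.

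**Figure D1:**
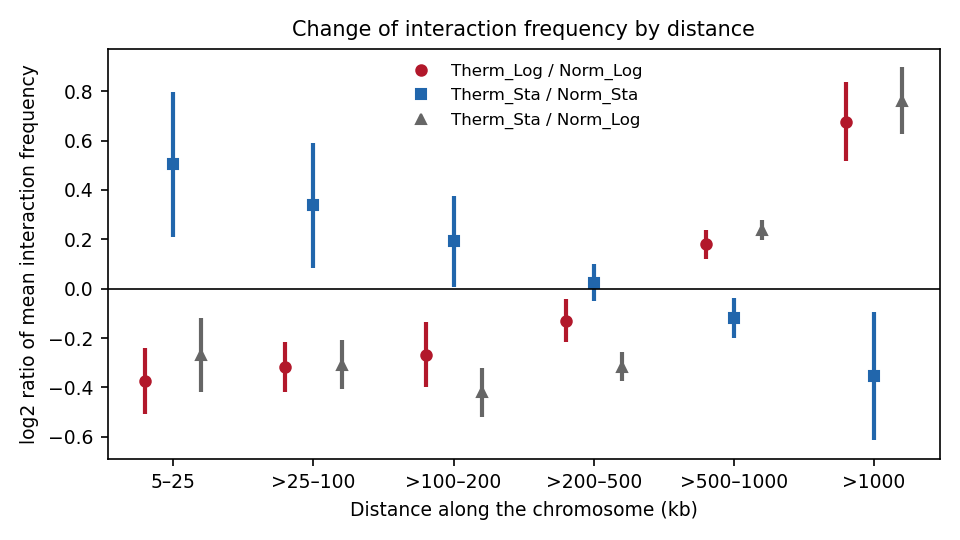
Log2 ratio of the mean interaction frequency (vertical axis) in 6 classes of linear distance in kb (horizontal axis) for Therm_Log against Norm_Log (circles), Therm_Sta against Norm_Sta (squares) and Therm_Sta against Norm_Log (triangles). Points are ratios of group means, and bars span the lowest and the highest of the 4 library pairs; above 1000 kb the ratios are 0.68, -0.35 and 0.76.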

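The change by position was tested on raw contact counts summed over pairs of 100 kb blocks with edgeR's quasi-likelihood test, with SCN factors as offsets and all 10 libraries in the fit. Of 1128 block pairs, 813 changed with heat in logarithmic phase at an adjusted p under 0.05 (Benjamini-Hochberg), of which 697 rose and 116 fell. All 598 changed pairs over 1000 kb apart rose, and all 93 changed pairs up to 200 kb fell. In stationary phase 45 pairs changed, of which 19 rose and 26 fell, while 378 had an unadjusted p under 0.05. With only the libraries of these 2 groups in the fit, 1 pair changed and 206 had an unadjusted p under 0.05. With the replicate number fitted as a block, 1 pair changed with all 10 libraries and 613 with only these 2 groups, 117 rises and 496 falls. The paper's text does not say which replicate libraries shared a culture. The number of changed pairs in stationary phase therefore stays open. Of the 45, 18 of the rises were up to 200 kb and 23 of the falls were over 1000 kb. For Therm_Sta against Norm_Log 926 pairs changed, with 737 rises and 189 falls. The direction depends on the scaling. With TMM factors in place of the SCN offsets the rises and falls were 319 and 353 in logarithmic phase, 99 and 16 in stationary phase, and 427 and 339 for Therm_Sta against Norm_Log. With DESeq2 and its size factors they were 132 and 385, 159 and 1, and 329 and 376. TMM factors moved the median log2 ratio of all block pairs from 0.51 to 0.07 in logarithmic phase and from -0.21 to 0.06 in stationary phase. The largest rise in logarithmic phase joined the block from 1600001 to 1700000 with that from 4400001 to 4500000, with 284 and 416 contacts in Therm_Log and 149 and 152 in Norm_Log (log2 ratio 1.27, adjusted p = 3.57e-05 from edgeR's quasi-likelihood test). The largest fall was within the block from 3600001 to 3700000 (log2 ratio -0.51, adjusted p = 1.76e-03 from the same edgeR test). In stationary phase the largest rise was within the block from 100001 to 200000 (log2 ratio 0.59, edgeR adjusted p = 3.90e-02), and the largest fall joined the block from 1600001 to 1700000 with that from 3400001 to 3500000 (log2 ratio -0.81, edgeR adjusted p = 4.14e-02).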

The lower two subfigures in Figure 1B show the ratio of the interaction frequency over a range of 1000 kb, where the green dashed lines represent 200 kb. As shown in the left subfigure (corresponding to the Therm_Log condition), the DNA interaction frequency within 200 kb is apparently reduced. 

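Up to 200 kb the mean frequency was 0.00461 ± 0.000447 in Therm_Log and 0.00575 ± 0.0000443 in Norm_Log (SD, n = 2 each), a log2 ratio of -0.32. Both Therm_Log libraries lay below both Norm_Log libraries (exact permutation test, two-sided, p = 0.333). With each of the 4 libraries left out in turn the ratio stayed between -0.42 and -0.22. From 200 to 1000 kb the ratio was 0.01 and the libraries overlapped, and it was -0.01 when the within-bin contacts were left out before normalization. In the stationary phase the frequency up to 200 kb was 0.00459 ± 0.000420 in Therm_Sta and 0.00362 ± 0.000535 in Norm_Sta. The log2 ratio was 0.35, with both Therm_Sta libraries higher, and it was 0.20 without Norm_Sta replicate 1.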

In the stationary phase under heat stress (right subfigure), the interaction frequency of the Ter macrodomain is slightly reduced in the range of 200 kb, but apparently increased beyond that, meaning that more extensive interactions occur between the Ter macrodomain and the DNA segments beyond a linear genomic distance of 200 kb.

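Ter was taken as the 194 bins from 1200001 to 2170000, with limits read by eye from the dashed lines of Fig. 5C. One of its bins, 1205001 to 1210000, held 17.6 to 137 times the within-bin contacts of the median bin in every library. Contacts of Ter bins up to 200 kb had a mean frequency of 0.00478 in Therm_Sta, 0.00663 in Norm_Log and 0.00389 in Norm_Sta. The log2 ratio was -0.47 against Norm_Log and 0.30 against Norm_Sta, and the libraries were fully separated in both comparisons (exact permutation test, two-sided, p = 0.333 each). Without Norm_Sta replicate 1 the ratio against Norm_Sta was 0.15. Outside Ter the ratio against Norm_Log was -0.28. Raw counts divided by the library total turned the Ter ratio against Norm_Log to 0.02. From 200 to 1000 kb the frequency of Ter was 0.000890 in Therm_Sta, 0.000721 in Norm_Log and 0.000923 in Norm_Sta. The log2 ratio was 0.30 against Norm_Log, where it was -0.19 outside Ter, and -0.05 against Norm_Sta, where the libraries overlapped. The ratio of Ter against Norm_Log was 0.66 from raw counts divided by the library total and 0.24 with bins of low row total left out. In the edgeR test of Therm_Sta against Norm_Log, 84 of the 110 block pairs with 1 end in Ter and up to 1000 kb apart rose and 4 fell. Against Norm_Sta, 1 of the 110 rose and 0 fell. For Therm_Log against Norm_Log, 48 of the 110 rose and 4 fell. There the log2 ratio of Ter was -0.32 up to 200 kb and 0.14 from 200 to 1000 kb, with the libraries separated in both. Outside Ter it was -0.32 and -0.04, and the libraries overlapped in the latter. The largest rise of Therm_Sta against Norm_Log joined the block from 1600001 to 1700000, in Ter, with that from 4500001 to 4600000 (log2 ratio 1.48, edgeR adjusted p = 1.33e-08), and the largest fall joined the block from 2600001 to 2700000 with that from 2900001 to 3000000 (log2 ratio -0.76, edgeR adjusted p = 3.31e-14). From the increase beyond 200 kb, the paper concludes that Ter interacts more extensively with distant DNA segments in the heated stationary phase.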

### 3.3. Short-Range (<100 kb) Interactions Are Significantly Reduced under Heat Stress

We investigated the effect of heat stress on short-range (<100 kb) interactions within the *E. coli* genome. The short-range chromosome interactions are characterized by analyzing the frequency and proportion of the interactions between the DNA segments in proximity. The interaction frequency describes the average number of interactions between a target bin and its flanking bins (upstream and downstream) at a specific distance. The interaction proportion, on the other hand, quantifies the cumulative interaction frequency within a defined window around the target bin. These two parameters capture distinct aspects of short-range interactions.

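The short-range interaction proportion was computed as the share of a bin's normalized contacts that fall within 20 bins (100 kb) on each side of it. A window of 100 kb in total covers 2.15% of the chromosome, and 100 kb on each side covers 4.31%. The proportion was 36.6% ± 0.850 in Norm_Log, 22.3% ± 3.70 in Norm_Sta, 28.8% ± 2.66 in Therm_Log and 29.9% ± 2.95 in Therm_Sta (SD, n = 2 each). In single libraries it ranged from 19.6% in a Norm_Sta library to 37.2% in a Norm_Log library. Of the 929 bins, the group mean exceeded 20% in 928 for Norm_Log, 902 for Therm_Log, 906 for Therm_Sta and 701 for Norm_Sta.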

Our analysis revealed that a significant proportion (>20%) of all interactions occur within a 100 kb window, which represents approximately 2.5% of the genome length (Figure 1C). The interaction ratio further highlights that over 60% of the target bin’s interactions originate from bins within a 500 kb window (Figure 1C). These findings suggest that chromosome interactions are primarily confined to a range of <500 kb linear genomic distance. 

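Within 100 bins (500 kb) on each side, the interaction proportion was 69.8% ± 0.194 in Norm_Log, 58.0% ± 4.73 in Therm_Log, 55.8% ± 4.03 in Therm_Sta and 46.7% ± 5.41 in Norm_Sta (SD, n = 2 each). Among the heated and stationary libraries, 1 Therm_Log library exceeded 60%, at 61.3%. The group mean exceeded 60% in 918 of the 929 bins for Norm_Log, 305 for Therm_Log, 119 for Therm_Sta and 3 for Norm_Sta.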

To further explore these short-range interactions, we calculated the interaction frequency within a 1 Mb window surrounding each bin. The resulting maps (Figure 1D) clearly demonstrate a reduced interaction frequency within a range of 100 kb. 

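The proportion of contacts within 100 kb fell by 7.86 percentage points with heat in logarithmic phase. Both Therm_Log libraries lay below both Norm_Log libraries in 928 of the 929 bins (99.9%). Chance gives 16.7% on average, but the bins share the same libraries and overlapping windows. A shift of whole libraries can move most bins together, so the bin counts are not independent evidence. In stationary phase the proportion rose by 7.68 points (5.06 without Norm_Sta replicate 1). Both Therm_Sta libraries lay above both Norm_Sta libraries in 821 bins (88.4%). Both changes separated the libraries of the groups (exact permutation test, two-sided, p = 0.333 each). Against Norm_Log, Therm_Sta was lower by library in 684 bins (73.6%) and higher in 2, and the mean changed by -6.71 points. With 1 library left out in turn the changes ran from -9.74 to -5.98 points in logarithmic phase and from 5.06 to 10.3 points in stationary phase, and a window of 100 kb in total gave -5.92 and 6.15 points.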

Interestingly, the Ter macrodomain exhibits a distinct interaction profile. Within 100 kb, the Ter macrodomain displays a higher interaction frequency compared to other regions. However, beyond 100 kb, the interaction frequency of the Ter macrodomain drops significantly, suggesting a potential role for MatP in establishing domain-specific interaction insulation, which is in line with previous reports [35,36].

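The mean frequency of Ter bins was set against that of all other bins at the same distances. From 5 to 100 kb the log2 ratio of Ter to the rest was 0.37 ± 0.03 in Norm_Log, 0.39 ± 0.02 in Therm_Log, 0.20 ± 0.01 in Norm_Sta and 0.14 ± 0.01 in Therm_Sta (SD, n = 2 each), above 0 in every library. The interaction proportion within 100 kb was 44.1% in Ter and 33.2% in the Ori macrodomain for Norm_Log, 35.0% and 25.8% for Therm_Log, 24.7% and 22.0% for Norm_Sta, and 31.9% and 29.8% for Therm_Sta.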

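Between 105 and 500 kb the log2 ratio of Ter to the rest was -0.09 in Norm_Log and in Therm_Log, -0.02 in Norm_Sta and 0.01 in Therm_Sta. Between 505 and 1000 kb it was -0.68 ± 0.01 in Norm_Log, -0.47 ± 0.09 in Therm_Log, -0.24 ± 0.05 in Therm_Sta and -0.19 ± 0.06 in Norm_Sta (SD, n = 2 each). With frequencies smoothed over 5 neighbouring distances, Ter first fell below the other bins at 230 kb in Norm_Log, 220 kb in Therm_Log, 235 kb in Norm_Sta and 250 kb in Therm_Sta. From the drop at larger distances, the paper proposes that MatP, which binds sites in Ter, insulates this domain from others.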

### 3.4. Transcription Level Positively Correlates with Interaction Frequency

We explored the relationship between chromosome interaction and gene expression in *E. coli* under different growth conditions. To analyze the correlation between the DNA interaction frequency and transcription level, we assigned the transcription levels of the genes into 5 kb bins (see Section 2 for details). Then, the average transcription level of each bin and the Z-score of the interaction frequency in the upstream and downstream 10 kb range of the bin were calculated. The Z-score curves of the interaction frequency and the corresponding transcription levels are shown in Figure 2A for the four growth conditions, respectively. As can be seen, there are clear positive correlations between the trends of the interaction frequency and the transcription level for the samples from these conditions. The correlation coefficients for the two log-phase samples are greater than 0.5, and the correlation coefficients for the two stationary-phase samples are around 0.4, and all of them are highly significant (*p*-value near zero for each sample). Changes in the growth conditions affect the interaction frequency and the transcription level of the DNA, while the correlation between them remains positive under all conditions.

### 3.5. Differential CID Boundary Genes Are Related with Cell Wall and Membrane

We identified the Chromosome Interaction Domains (CIDs) in the *E. coli* genome by calculating directionality index (DI) [33]. 

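The directionality index compares the contacts of a bin with the bins upstream and downstream of it. Replicates were summed and normalized, and a paired statistic was computed over 20 bins (100 kb) on each side. A CID boundary was called where a run of bins significantly biased upstream was followed by a run significantly biased downstream, at a critical value of 2.093 (two-sided p of 0.05). The methods of the paper place a boundary where positive and negative values of the index alternate. The threshold was added here, and the paper's text does not name the window. There is 1 boundary list per condition, so the counts have no replicate error of their own, and lists were also made for each replicate. The summed matrices held 2243087 contacts in Norm_Log, 2259707 in Therm_Log, 923029 in Norm_Sta and 1460382 in Therm_Sta.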

For the four growth conditions, the distribution of the CID boundaries across the genome for each condition is depicted in Figure 2B. 

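The normal-temperature logarithmic phase had 28 CIDs and the high-temperature logarithmic phase 31. In single replicates the counts were 23 and 31 for Norm_Log and 24 and 25 for Therm_Log, so the difference was within the spread between replicates. Counts depended most on the threshold. With every change of sign from negative to positive counted there were 122 in Norm_Log and 138 in Therm_Log. Of the 28 Norm_Log boundaries, 20 (71.4%, 95% Wilson interval 52.9% to 84.7%) lay within 10 kb of a Therm_Log boundary, where chance placement gives 16.6%. The share was 46.2% after all conditions were thinned to 923029 contacts, and 83.6% with every change of sign from negative to positive counted. The chance level was not computed for these settings, and chance matches more boundaries in the longer lists without a threshold. Replicates of a condition, with fewer contacts each, shared 69.6% of boundaries in Norm_Log and 66.7% in Therm_Log.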

Interestingly, while the total number of CIDs remains relatively constant between the normal- and high-temperature logarithmic phases (31 vs. 30), their boundary locations differ. Gene Ontology (GO) enrichment analysis of the genes located at these differential boundaries revealed a significant enrichment for the terms related to lipopolysaccharides (LPSs) and oligosaccharides (Figure S3). As LPSs are a crucial component of the *E. coli* cell wall, this result may suggest that heat stress alters the LPS structure, triggering a signaling cascade that activates various cellular stress responses. 

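The same calls gave 23 CIDs in Norm_Sta and 31 in Therm_Sta. Single replicates gave 24 and 17 for Norm_Sta and 26 and 19 for Therm_Sta, and without replicate 1 the count of Therm_Sta rested on the 19 of the other library. With an index over 10 bins the counts were 20 and 32, and over 40 bins they were 19 and 23. With every change of sign from negative to positive counted there were 164 and 149. Of the 23 Norm_Sta boundaries, 12 (52.2%, Wilson interval 33.0% to 70.8%) lay within 10 kb of a Therm_Sta boundary, against 16.5% by chance. Replicates shared 33.3% of boundaries in Norm_Sta and 26.9% in Therm_Sta.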

The analysis of the stationary phases identified 37 CIDs in both temperature conditions. Notably, the stationary phases displayed a higher density of CID boundaries around the Ter macrodomain compared to the logarithmic phases, accompanied by a general decrease in the CID size. Furthermore, GO enrichment analysis of the genes located at the differential CID boundaries in the high-temperature stationary phase identified an enrichment for the terms associated with the transmembrane transport (Figure S3). This observation is consistent with the notion that heat stress can damage the cell wall, necessitating enhanced transmembrane transport activity for intracellular repair processes. These findings collectively support a strong link between changes in growth conditions and the dynamic reorganization of the *E. coli* chromosome structure.

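Inside Ter there were 5 boundaries in Norm_Log, 3 in Therm_Log, 3 in Norm_Sta and 6 in Therm_Sta, which is 5.15, 3.09, 3.09 and 6.19 per Mb. Single replicates gave 4 and 5 in Norm_Log, 3 and 3 in Therm_Log, 4 and 2 in Norm_Sta, and 5 and 3 in Therm_Sta. In the order Norm_Log, Therm_Log, Norm_Sta, Therm_Sta, an index over 10 bins gave 8, 8, 2 and 6 boundaries in Ter. Over 40 bins it gave 4, 3, 3 and 3, and after thinning 5, 4, 3 and 5. With every change of sign from negative to positive counted there were 26, 30, 40 and 26 boundaries in Ter in the same order. Outside Ter the density with the threshold was 6.26, 7.62, 5.44 and 6.80 per Mb in the same order. Within 200 kb of the limits of Ter or inside it there were 8, 4, 5 and 9 boundaries. The median CID size was 160.0 kb in Norm_Log, 115 kb in Therm_Log, 190.0 kb in Norm_Sta and 135 kb in Therm_Sta, and the mean size was 166, 149.8, 202 and 149.8 kb.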

### 3.6. The Global Compactness of E. coli Chromosome Is Higher in Stationary Phase and High-Temperature Environment

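A 3D model was built for each library from its SCN-normalized matrix by an error-vector method of the kind EVR uses. The distance between 2 bins was set to the interaction frequency to the power -0.5, pairs without contacts were left out, and the best of 3 starts was kept. The EVR program itself was not used here, and the paper's text names no settings for it. Distances are therefore in arbitrary model units. Models were also built from bins of 20 kb (232 points), where fewer pairs are empty. Distances in the 5 kb models fell with fewer contacts, so that libraries of different depth are not on one scale there, and models were also built after all libraries were thinned to 440255 contacts.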

To further explore chromosome changes, we employed the EVR program [34] to generate 3D structure models of the *E. coli* chromosome under various growth conditions (Figure 3A). The models depict four macrodomains (Ori, Ter, Left, and Right) and two non-structured regions. All models share a crescent-shaped ring structure with numerous folds. Notably, Ori and Ter occupy opposite ends of the models, with the Left and Right macrodomains flanking Ter but separated without significant intertwining.

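The bins of each 5 kb model were ranked along the line from the centre of Ori to the centre of Ter, with 0 at the Ori end and 100 at the other, so that this axis is itself set by these 2 macrodomains. Ori bins had a median percentile of 12.6 in Norm_Log, 16.8 in Norm_Sta, 13.1 in Therm_Log and 12.1 in Therm_Sta, and Ter bins 82.1, 76.4, 81.7 and 83.9. Left lay at 73.6, 63.6, 72.6 and 74.8 and Right at 71.8, 60.5, 72.3 and 50.0. These ranks changed with depth. After thinning Ter bins lay at 46.8, 76.6, 63.9 and 67.7 and Left at 85.9, 59.3, 81.4 and 84.5, so that Left lay further along the axis than Ter in each group except Norm_Sta. In the 20 kb models, thinned or not, Ter lay at 89.6 in each group. Ori runs from 3730001 across the start of the coordinates to 50000, and it contains the pair of the first and the last bin, which held 36.8 to 199.8 times the contacts of the median adjacent pair.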

While all of the models exhibit a crescent-shaped ring, subtle differences exist upon closer inspection. The log-phase models appear highly similar, although the Therm_Log model displays a slightly closer proximity between Ori and Ter. 

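The median distance between Ori and Ter bins was 39.1 ± 1.2 model units in Norm_Log and 37.3 ± 0.60 in Therm_Log (SD, n = 2 each), and both Therm_Log models lay below both Norm_Log models (exact permutation test, two-sided, p = 0.333). The order was the opposite in the 5 kb models of thinned libraries, with 21.9 ± 1.2 in Norm_Log and 25.4 ± 0.19 in Therm_Log and both Therm_Log models above both Norm_Log models. The 20 kb models gave 33.8 and 24.8, and 34.7 and 26.2 after thinning.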

The stationary-phase models appear smaller than their log-phase counterparts, with a significantly reduced distance between Ori and Ter. 

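The mean distance over all bin pairs was 34.5 ± 0.37 units in Norm_Log, 23.4 ± 0.99 in Norm_Sta, 32.9 ± 0.14 in Therm_Log and 27.9 ± 5.4 in Therm_Sta (SD, n = 2 each). The Ori to Ter distance was 25.5 ± 0.26 in Norm_Sta and 33.1 ± 9.2 in Therm_Sta, whose models gave 26.6 and 39.6. The Therm_Sta replicates thus lay on both sides of the Therm_Log models. The deeper Therm_Sta library gave the larger distance. Thinned to equal depth, the mean distance was 24.3 in Norm_Log, 23.0 ± 0.42 in Norm_Sta, 24.0 in Therm_Log and 23.9 ± 0.23 in Therm_Sta, and the Ori to Ter distance 25.4 in Norm_Sta and 25.0 ± 1.2 in Therm_Sta. From 20 kb bins the mean distance was 24.3, 17.5, 19.2 and 19.4 in the same order, with 24.9, 17.5, 20.0 and 19.7 after thinning, and the Ori to Ter distance was 23.2 in Norm_Sta and 26.6 in Therm_Sta.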

To quantify these observations, we analyzed the distance distribution for each point (bin) pair within the 3D models (Figure 3B). 

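In the 5 kb models the distribution of distances over all bin pairs had 1 mode in every library, at 36 ± 1.4 units in Norm_Log and 35 ± 2.8 in Therm_Log (SD, n = 2 each). At 20 kb both Norm_Log models had 2 modes, and the 2 Therm_Log models had 1 and 2. The most frequent distance there was 31 units in both Norm_Log models and 24 ± 1.4 in Therm_Log. Distances below 15 units made up 8.47% of pairs in Norm_Log and 9.07% in Therm_Log at 5 kb, and 22.5% and 27.5% at 20 kb. After thinning, the 5 kb modes lay at 23 and 22 ± 1.4 units, and distances below 15 units made up 16.9% and 17.3% at 5 kb and 21.7% and 26.4% at 20 kb.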

The log-phase models exhibit a near-bimodal distribution, with a dominant peak around 30–40 units and a less prominent peak near 10 units. In contrast, the stationary-phase models display a single peak at 30–40 units. This suggests a decrease in the frequency of the short distance (around 10 units) and an increase in the frequency of the intermediate distance (around 20 units) in the stationary-phase models, particularly under heat stress. 

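Stationary-phase models had 1 mode in every library at 5 kb and at 20 kb. At 5 kb it lay at 21 units in both Norm_Sta models and at 26 ± 4.2 in Therm_Sta. At 20 kb it lay at 22 ± 1.4 in Norm_Sta and 24 ± 1.4 in Therm_Sta (SD, n = 2 each). In the 5 kb models of thinned libraries it lay at 21 units in all 4.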

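Pairs below 15 units made up 18.2% in Norm_Sta and 12.9% in Therm_Sta at 5 kb, and 31.9% and 27.9% at 20 kb. Pairs from 15 to 25 units made up 15.5% in Norm_Log, 17.4% in Therm_Log, 39.6% in Norm_Sta and 29.4% in Therm_Sta at 5 kb, and 22.7%, 47.2%, 58.2% and 45.5% at 20 kb. The Therm_Sta models at 5 kb gave 20.4% and 38.4%. Pairs from 25 to 40 units made up 39.5%, 42.1%, 39.4% and 42.1% at 5 kb in the order Norm_Log, Therm_Log, Norm_Sta, Therm_Sta. At 20 kb these shares were far apart, at 52.5%, 25.4%, 9.96% and 26.6% in that order. At equal depth the 5 kb models of these groups were closer, with 16.9%, 17.3%, 19.0% and 17.2% of pairs below 15 units, and 38.2% in Therm_Log, 40.5% in Norm_Sta and 38.7% in Therm_Sta from 15 to 25 units.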

To further substantiate these findings, we analyzed distance variations between macrodomain bins (namely, the bins belonging to each macrodomain, respectively) within the models (Figure 3C). 

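In the 5 kb models of Norm_Log and Therm_Log, the median distance between bins of Left and Right was 36.2 and 33.0 units, of Left and Ter 35.8 and 33.8, of Right and Ter 29.9 and 28.6, of Left and Ori 48.0 and 46.2, and of Right and Ori 41.5 and 40.4. Both Therm_Log models were below both Norm_Log models in each pair of macrodomains except Right and Ori, where a Therm_Log model at 41.0 lay above a Norm_Log model at 40.9. From 20 kb bins the distances fell from 33.5 to 23.9 for Left and Right, from 27.7 to 22.6 for Left and Ter, from 27.2 to 21.5 for Right and Ter, from 31.0 to 25.5 for Left and Ori, and from 27.9 to 22.9 for Right and Ori, and they fell in all 5 after thinning too. In the 5 kb models of thinned libraries the direction was mixed, with a fall from 21.7 to 20.3 for Left and Ter and from 20.6 to 17.7 for Right and Ter, a rise from 20.7 to 23.0 for Left and Right, and overlapping models for Left and Ori (31.8 and 32.4) and Right and Ori (28.4 and 29.7).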

The data reveal the following consistent trend: distances between any two macrodomains tend to be smaller in the high-temperature log-phase models compared to the normal-temperature log-phase models. Additionally, the distances between the bins within each macrodomain also show a decreasing trend for these macrodomains, suggesting a genome-wide trend of chromosome condensation under heat stress.

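Within Ter the median distance was 18.8 ± 0.35 units in Norm_Log and 17.5 ± 0.22 in Therm_Log, within Left 15.4 ± 0.069 and 15.1 ± 0.054, and within Right 14.8 ± 0.37 and 14.2 ± 0.29 (SD, n = 2 each), with both Therm_Log models lower in each. Within Ori it was 19.2 ± 0.15 and 19.1 ± 0.11, and the models overlapped. In the 20 kb models both Therm_Log models were lower in all 4, at 9.23 and 8.00 in Ori, 13.5 and 10.8 in Ter, 7.79 and 6.38 in Left, and in Right at 7.47 and 7.72 in the Norm_Log models and 6.05 and 6.41 in the Therm_Log models. In the 5 kb models of thinned libraries Ori fell from 18.2 to 17.9 and Right rose from 14.7 to 15.0, each with the models separated, and Ter (16.8 and 16.3) and Left (15.5 and 15.6) overlapped. Between Norm_Sta and Therm_Sta the distance within macrodomains went from 18.5 to 18.0 in Ori, 18.0 to 18.3 in Ter, 16.0 to 16.2 in Left and 15.9 to 14.9 in Right at 5 kb, and from 8.81 to 9.62, 9.79 to 10.8, 6.83 to 7.22 and 6.21 to 6.10 at 20 kb. After thinning the 5 kb distance went from 18.4 to 16.9 in Ori and from 16.1 to 15.1 in Right, with the models separated, and overlapped in Ter (17.7 and 18.5) and Left (16.1 and 16.0).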

To quantify the overall chromosome compactness, we defined a metric termed Global Compactness (GC). The GC calculation involves reconstructing the chromosome model into a circle and then calculating the negative logarithm of the ratio between the sum of the distances in the original model and the sum of the distances in the reconstructed circle (see Methods and Supplementary Methods for details). Higher GC values indicate greater compactness or condensation. 

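The GC was computed for each model from the formula of the paper, on a log2 scale. At 5 kb it was 5.54 ± 0.05 in Norm_Log, 6.54 ± 0.34 in Norm_Sta, 5.62 ± 0.01 in Therm_Log and 5.88 ± 0.41 in Therm_Sta (SD, n = 2 models each). The GC depended on the bin size, and from 20 kb bins it was 2.93, 3.26 ± 0.12, 2.88 ± 0.10 and 2.94 ± 0.42 in the same order.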

The GC values for the Norm_Log and Norm_Sta models were 2.812 and 2.973, respectively, and 2.949 and 2.986 for the Therm_Log and Therm_Sta models, respectively (Figure 3D). These results support the observation that chromosomes under high temperature are more compact than those under normal temperature at the same growth stage. Additionally, the degree of chromosome condensation is higher in the stationary phase compared to the logarithmic phase under the same temperature condition. This aligns with previous studies employing sucrose density gradient centrifugation to isolate *E. coli* nucleoids at different growth stages, which reported a more compact nucleoid structure in the stationary phase [37]. 

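In logarithmic phase the GC was higher with heat by 0.08, and both Therm_Log models exceeded both Norm_Log models. With libraries thinned to equal depth the difference was 0.15, from 20 kb bins it was -0.05 with overlapping models, and with exponent -0.33 it was 0.01, also overlapping. In the 20 kb models of thinned libraries the GC was 2.98 in Norm_Log and 3.12 in Therm_Log, with the models separated. In stationary phase the GC changed by -0.66 with heat, and both Therm_Sta models (5.59 and 6.17) lay below both Norm_Sta models (6.78 and 6.30). Each comparison of 2 models with 2 has a two-sided exact permutation p of 0.333 when the models are fully separated. With 1 library left out in turn the change in stationary phase ran from -0.94 to -0.37, the last without Therm_Sta replicate 1, and it was -0.41 without Norm_Sta replicate 1. Under the other alternatives it ran from -0.90 to -0.08. The difference in logarithmic phase was 0.04 without Norm_Log replicate 2.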

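Between growth phases the GC rose by 1.00 at normal temperature, and both Norm_Sta models exceeded both Norm_Log models. The change was positive under every alternative tried, from 0.21 to 1.31. At high temperature it was 0.26 with overlapping models, -0.02 without Therm_Sta replicate 2 and 0.55 without Therm_Sta replicate 1. With libraries thinned to equal depth the GC was 6.12 in Therm_Log and 6.20 in Therm_Sta, with the models separated. Smoothed matrices went the other way, with a change as low as -0.08. From these GC differences, the paper concludes that stationary phase and heat stress both promote condensation of the chromosome.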

In conclusion, both the transition to the stationary phase and exposure to heat stress promote a higher degree of overall chromosome condensation in *E. coli*.

### 3.7. No Simple Relationship between Chromosome Global Compactness and the Nucleoid Size of E. coli Cell

*E. coli* typically appears as a short, straight rod-shaped bacterium. However, high-temperature stress can influence the cell size. Previous studies [38,39] have reported an increase in the *E. coli* cell length at elevated temperatures (up to 50 °C). Consistent with these reports, DAPI staining and fluorescence microscopy revealed that *E. coli* in the high-temperature environment displayed a changed morphology (Figure 4A). In order to accurately compare the size variations in the *E. coli* nucleoid under different growth conditions, we utilized microscopic image analysis to measure the width and length of each nucleoid. Approximately 2000 *E. coli* cells were analyzed for each growth condition. The statistical result in Figure 4B indicates that the widths of the *E. coli* nucleoid do not exhibit significant change between the logarithmic and stationary phases at normal temperature. Conversely, in a high-temperature environment, the widths of the *E. coli* nucleoid decrease significantly for both the logarithmic and stationary phases, with significantly higher values in the stationary phase than in the logarithmic phase. The statistical results for the length are presented in Figure 4C, revealing that, compared to the logarithmic phase, the lengths of the *E. coli* nucleoid are notably shorter during the stationary phase at normal temperature. However, there is no significant difference in the length for the logarithmic phase between high and normal temperatures; meanwhile, the nucleoid lengths are significantly larger in the high-temperature stationary phase compared to the other three phases. The 3D genomic data demonstrate that *E. coli* chromosomes exhibit higher GCs in the high-temperature environment, which may be associated with the reduced width of the *E. coli* nucleoid in such conditions. Furthermore, our results also indicate that the GC of the *E. coli* chromosome in the stationary phase was greater than that in the logarithmic phase for both normal- and high-temperature conditions (more pronounced in the former condition); meanwhile, the length of the nucleoid in the stationary phase was smaller under normal temperature and larger under high temperature compared to that in the logarithmic phase. Considering all of these results together, there is no simple relationship between the chromosome GC and the nucleoid size in *E. coli* cells, meaning that the GC is not a simple reflection of the nucleoid size but an indicator of the intrinsic properties of the chromosome.

### 3.8. The Local Compactness of E. coli Chromosome Is Affected by Growth Condition

To further characterize the change in the chromosome 3D structure, we defined a metric called Local Compactness (LC). The LC is calculated at various scales (up to 1000 kb) across the entire genome. Figure 5A depicts the heatmap representing the genome-wide LC for all analyzed scales. As the calculation scale increases, the overall LC increases, with a larger fluctuation observed at smaller scales. 

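In the 5 kb models of Norm_Log the mean LC over all bins was 2.32 at 50 kb, 3.15 at 100 kb, 3.90 at 200 kb, 4.65 at 500 kb and 5.08 at 1000 kb. In Norm_Sta it went from 2.37 to 5.83, in Therm_Log from 2.34 to 5.16 and in Therm_Sta from 2.34 to 5.29 over these scales. The SD between bins in Norm_Log was 0.33 at 50 kb, 0.30 at 100 kb and 0.14 at 500 kb. In Norm_Sta it was 0.26, 0.24 and 0.17. With libraries thinned to equal depth the LC at 1000 kb was 5.26 in Norm_Log, 5.86 in Norm_Sta, 5.45 in Therm_Log and 5.51 in Therm_Sta.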

Notably, the LC exhibits an uneven distribution throughout the genome at any scale, with the Ter macrodomain displaying significantly lower compactness compared to other regions. This pattern persists across all growth conditions (heat stress or stationary phase). 

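At 500 kb the mean LC of Ter bins was 4.58 ± 0.06 in Norm_Log, 5.06 ± 0.29 in Norm_Sta, 4.72 ± 0.04 in Therm_Log and 4.54 ± 0.20 in Therm_Sta (SD, n = 2 each). The mean of all other bins was 4.66, 5.07, 4.70 and 4.68. From 20 kb bins it was 1.97 ± 0.09, 2.26 ± 0.13, 1.76 ± 0.09 and 2.19 ± 0.30 in Ter against 2.57, 2.60, 2.45 and 2.29 elsewhere. After thinning the 5 kb models gave 4.62, 5.10, 4.93 and 4.69 in Ter and 4.61, 5.09, 4.71 and 4.80 elsewhere. At 100 kb in the 5 kb models it was 3.15 in Ter and 3.15 elsewhere in Norm_Log, 3.22 and 3.22 in Norm_Sta, 3.20 and 3.17 in Therm_Log, and 3.09 and 3.17 in Therm_Sta.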

To evaluate the influence of the growth condition on the LC, we calculated the logarithmic ratio of the LC between heat stress and normal temperature (Figure 5A, lower panels). At smaller scales (less than 50 kb), the LC fluctuates considerably. However, at larger scales (more than 200 kb), the LC of the Ter macrodomain and its flanking regions significantly increases under high temperature, while the LC of the Ori macrodomain and its flanks decreases, and this decrease is more pronounced in the stationary phase.

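At 500 kb heat changed the LC of Ter by 0.14 in logarithmic phase, with both Therm_Log models above both Norm_Log models, and by -0.52 in stationary phase (-0.31 without Norm_Sta replicate 1), with both Therm_Sta models below both Norm_Sta models (exact permutation test, two-sided, p = 0.333 each). In Ori it changed by -0.02 in logarithmic phase, where the means were 4.72 ± 0.01 and 4.69 ± 0.01, and by -0.27 in stationary phase, with overlapping models (5.06 ± 0.31 and 4.78 ± 0.11). The latter was -0.06 without Norm_Sta replicate 1 and -0.49 without Norm_Sta replicate 2. These directions depend on the models. From 20 kb bins the change of Ter in logarithmic phase was -0.21. In the 20 kb models of thinned libraries the LC of Ter was 1.98 in Norm_Log and 2.02 in Therm_Log, with overlapping models. With libraries thinned to equal depth the change of Ori in logarithmic phase was 0.09. Against Norm_Log, the denominator named in the title of the right subfigure of Figure 5A, Therm_Sta changed by -0.05 in Ter and 0.07 in Ori, with overlapping models in both. From 20 kb bins the changes were 0.22 and -0.28. Without Therm_Sta replicate 1 the change in Ter was 0.10, and without Therm_Sta replicate 2 that in Ori was -0.01.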

We further analyzed the LC at two specific scales (100 kb and 500 kb) across all of the four growth conditions, with the MatS location highlighted in purple (Figure 5B,C). The 100 kb LC profiles display significant fluctuations, with less prominent differences observed at the Ter macrodomain boundaries. However, the 500 kb profiles reveal a substantial LC increase at the Ter macrodomain boundaries under heat stress. This suggests a potential for increased interaction between the Ter macrodomain and distant DNA segments under high-temperature conditions, which is consistent with the long-range interaction frequency analysis above. 

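Within 50 kb of the limits of Ter, the mean LC at 100 kb in the 5 kb models was 3.16 ± 0.02 in Norm_Log, 3.08 ± 0.01 in Therm_Log, 3.25 ± 0.10 in Norm_Sta and 3.17 in Therm_Sta (SD, n = 2 each). The difference in logarithmic phase went the other way after thinning, with 3.10 in Norm_Log and 3.12 in Therm_Log and overlapping models, and in stationary phase it was 3.30 and 3.19.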

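The mean LC at 500 kb within 50 kb of the limits of Ter was 4.59 ± 0.06 in Norm_Log, 4.66 ± 0.02 in Therm_Log, 5.07 ± 0.36 in Norm_Sta and 4.59 ± 0.21 in Therm_Sta (SD, n = 2 each) in the 5 kb models. In the 20 kb models it was 2.13 ± 0.04, 1.92 ± 0.09, 2.39 ± 0.11 and 2.19 ± 0.26, and in those of thinned libraries 2.13, 2.13, 2.41 and 2.40. After thinning the 5 kb values were 4.64, 4.85, 5.10 and 4.75. From the LC at these limits, the paper proposes that Ter interacts more with distant DNA under heat.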

MatP, a key NAP, plays a crucial role in Ter macrodomain organization by specifically recognizing and binding to MatS sites on DNA. As shown in Figure 5D, MatP expression is upregulated under high-temperature stress. Conversely, the MukBEF complex, involved in long-distance chromosome organization [11], exhibits varying degrees of upregulation under heat stress (Figure 5E; see also Table S3 for a statistic). We hypothesize that high-temperature stress alters MatP expression, leading to its enhanced binding to MatS sites and the increased compactness of the Ter macrodomain. The MukBEF complex, on the other hand, might be more involved in mediating long-distance chromosome interactions under heat stress, potentially contributing to a reduction in the distances between the Ter macrodomain and other macrodomains (Figure 3C).

### 3.9. The Local Compactness Is Negatively Correlated with Transcription Level

The Z-score curves illustrating the relationship between the LC and transcription level are depicted in Figure 6A. We observed a negative correlation between the LC and transcription level across the entire genome, with correlation coefficients being small but significant (*p* < 0.05). Heat stress triggers the accumulation of misfolded proteins in *E. coli*, and the refolding or degradation of these aberrant proteins necessitates the involvement of numerous heat shock proteins (HSPs) [26]. Sigma factors, namely, σ^70^, σ^32^, σ^S^, and σ^E^, play a critical role in the transcriptional regulation of HSP genes, where σ^70^ is encoded by rpoD, σ^32^ is encoded by rpoH, σ^S^ is encoded by rpoS, and σ^E^ is encoded by rpoE. We analyzed the LC changes in the chromosome regions harboring the genes (rpoD, rpoH, rpoE, and rpoS) encoding these sigma factors within the 3D models of *E. coli* chromosomes under various growth conditions (Figure 6B). These analyses revealed a strong negative correlation between the LC and the corresponding transcription levels of the sigma factor genes. 

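LC at 100 kb was taken from the 5 kb models at the bin holding each gene's midpoint, with coordinates from the ASM584v2 annotation. At rpoD (b3067, 3213047 to 3214888) it was 3.16 ± 0.20 in Norm_Log, 3.47 in Norm_Sta, 2.99 ± 0.07 in Therm_Log and 2.95 ± 0.02 in Therm_Sta (SD, n = 2 each). At rpoH (b3461, 3599929 to 3600783) it was 3.52 ± 0.07, 3.36, 3.59 ± 0.06 and 3.34 ± 0.33. At rpoE (b2573, 2709437 to 2710012) it was 3.30 ± 0.05, 3.33 ± 0.03, 3.49 ± 0.30 and 3.16 ± 0.15. At rpoS (b2741, 2866559 to 2867551) it was 3.32 ± 0.18, 3.14 ± 0.44, 3.20 ± 0.05 and 3.33 ± 0.10. In the models of thinned libraries the change in logarithmic phase had the other sign at rpoD, with 3.06 in Norm_Log and 3.31 in Therm_Log, and at rpoH, with 3.49 and 3.22. Transcription levels were not used here.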

Overall, the correlation between the LC and transcription level is negative and weak, but sometimes strong for specific genes.

## 4. Discussion

Bacteria constantly encounter environmental fluctuations, including temperature and others. These changes trigger stress responses, impacting their internal physiology and biochemistry, including transcriptional expression. These cellular alterations can directly or indirectly influence the chromosome structure. The 3C technology and its derivatives provide valuable tools to resolve the spatial relationships between DNA segments on chromosomes. This study successfully employed 3C-seq to capture the chromosome interaction data and built 3D structure models of *E. coli* chromosomes. Furthermore, two metrics of the GC and LC were defined for the 3D structural model to elucidate the changes in chromosome conformation. It was observed that, under high-temperature stress, the short-range interaction frequency of the chromosome decreased while the GC of the chromosome increased. The long-range interaction frequency of the Ter macrodomain increased, while its LC decreased. Correlations were found between the transcription level and the short-range interaction frequency. These findings shed light on the impact of heat stress on the structure and function of *E. coli* chromosomes.

NAPs play a crucial role in the *E. coli* chromosome architecture and gene expression regulation. Environmental stress can affect the expression of NAPs. Figure S4 depicts the transcription levels of key NAPs (HU, Fis, CbpA, H-NS, and StpA) under various growth conditions. CbpA, a non-sequence-specific DNA-bending protein [40], is negatively regulated by Fis during rapid growth [41]. Fis is known to mediate interactions between DNA segments exceeding 100 kb, HU is thought to facilitate interactions in the range of 50–280 kb, and H-NS is involved in long-range interactions (>250 kb) [9]. StpA is a kind of H-NS-like NAP that can form rigid DNA filaments with the function of a transcription suppressor, and its non-specific binding affinity is five times higher than H-NS [42,43,44,45]. Thus, the observed decrease in the short-range interaction frequency under heat stress may be attributed to the upregulation of Fis and StpA transcription levels, and the decrease in the CbpA and HU transcription levels.

It is well known that the growth rate of *E. coli* is slower in the stationary phase than in the logarithmic phase, and the growth rate also slows down under high-temperature stress conditions [46]. In our results, it was found that the GC of the *E. coli* chromosome increased under stationary and high-temperature conditions. Therefore, the chromosome GC and the growth rate of *E. coli* may be related with each other. However, combining the 3D genomic and nucleoid imaging results, we found that there is no simple correspondence between the chromosome GC and the nucleoid size. Therefore, more work is needed to clarify the relationship between the growth rate of *E. coli* and the conformational change in its chromosome. Moreover, conventional studies on the heat shock response revealed that many sigma factors are directly involved in the regulation of the temperature response [47], while sigma factors are also responsible for the regulation of the gene transcription level [48]. Indeed, in our results, there is a close link between the LC and transcription level of sigma factors, with the former (LC) apparently affected by the growth condition, providing a new clue for understanding the role of sigma factors in the regulation of the temperature response.

In conclusion, the joint analysis of 3D genomics and transcriptomics revealed the impact of heat stress on the structure and function of *E. coli* chromosomes, which is crucial for understanding the molecular mechanism of the 3D genome structure and heat adaptation in *E. coli*. The GC and LC metrics proposed in this work provide valuable tools for measuring and comparing chromosome 3D structures in future studies.

## Figures and Tables

**Figure 1:**
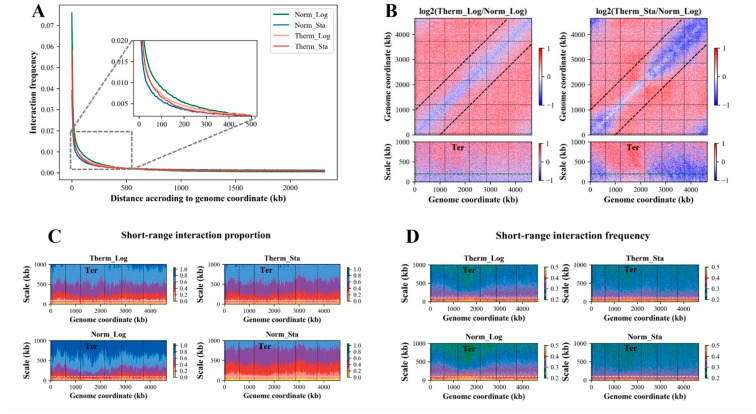
***E. coli* chromosome interactions under different growth conditions.** (**A**) Interaction frequency of the DNA segments varies with the linear genomic distance. (**B**) Heat maps for the ratio of the interaction frequency between the high- and normal-temperature growth conditions. Blue indicates a decrease in the interaction frequency under the high-temperature condition, and red indicates an increase. The green dashed lines in the figure indicate 200 kb. (**C**) Short-range (<100 kb) interaction proportions under different growth conditions. (**D**) Short-range (<100 kb) interaction frequencies under different growth conditions. The white dashed lines in the subfigures (**C**,**D**) indicate 100 kb. The black dotted vertical lines in the subfigures (**B**–**D**) indicate the boundaries of the macrodomains.

**Figure 2:**
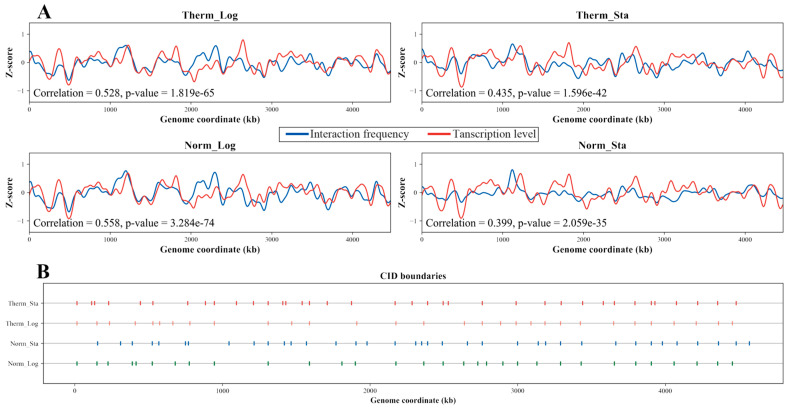
**The relationship between the DNA interaction frequency and transcription level and the CID boundaries under different growth conditions.** (**A**) Correlation between the interaction frequency and transcription level of the DNA segments under different growth conditions. Blue lines represent the Z-score of the DNA interaction frequency, and red lines represent the Z-score of the DNA transcription level. The lower left corner of each subfigure displays the correlation coefficient and corresponding significance level (*p*-value). (**B**) CID boundaries under different growth conditions. The horizontal lines represent the genomic coordinates, and the points on each line represent the CID boundaries.

**Figure 3:**
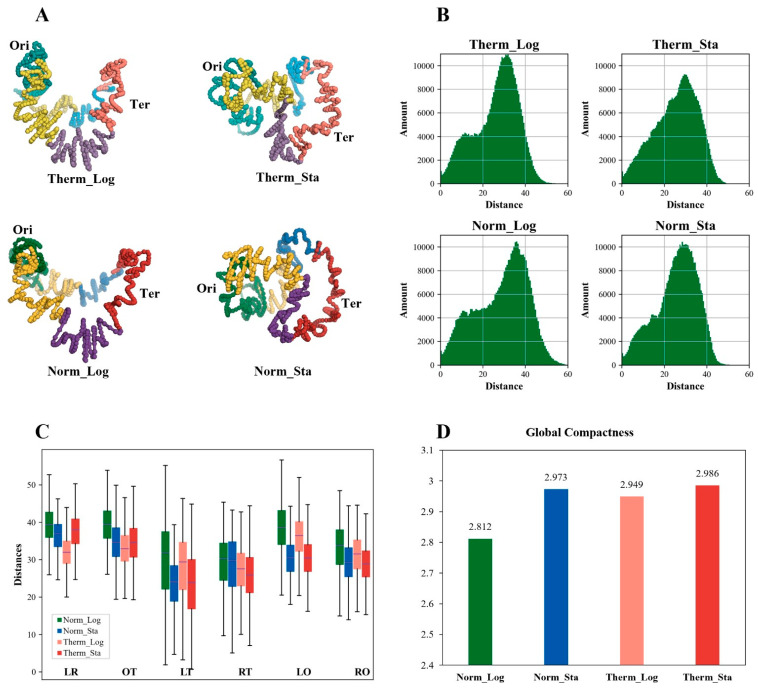
**The 3D structural features of the *E. coli* chromosome under different growth conditions.** (**A**) The 3D structural models of the *E. coli* chromosome under different growth conditions. In the Norm_Log and Norm_Sta models, green is the Ori macrodomain, red is the Ter macrodomain, purple and blue are the Left and Right macrodomains, respectively, and yellow is the non-structured regions; in the Therm_Log and Therm_Sta models, lighter colors are used correspondingly. (**B**) Distribution of the distance between points (bins) in these 3D models. (**C**) Spatial distances between the bins of the macrodomains in the 3D models of the *E. coli* chromosome under different growth conditions. O: Ori macrodomain; T: Ter macrodomain; L: Left macrodomain; R: Right macrodomain. OT represents the distances between the bins in the Ori macrodomain and the bins in the Ter macrodomain, and so on. (**D**) Global Compactness of the *E. coli* chromosome models under different growth conditions.

**Figure 4:**
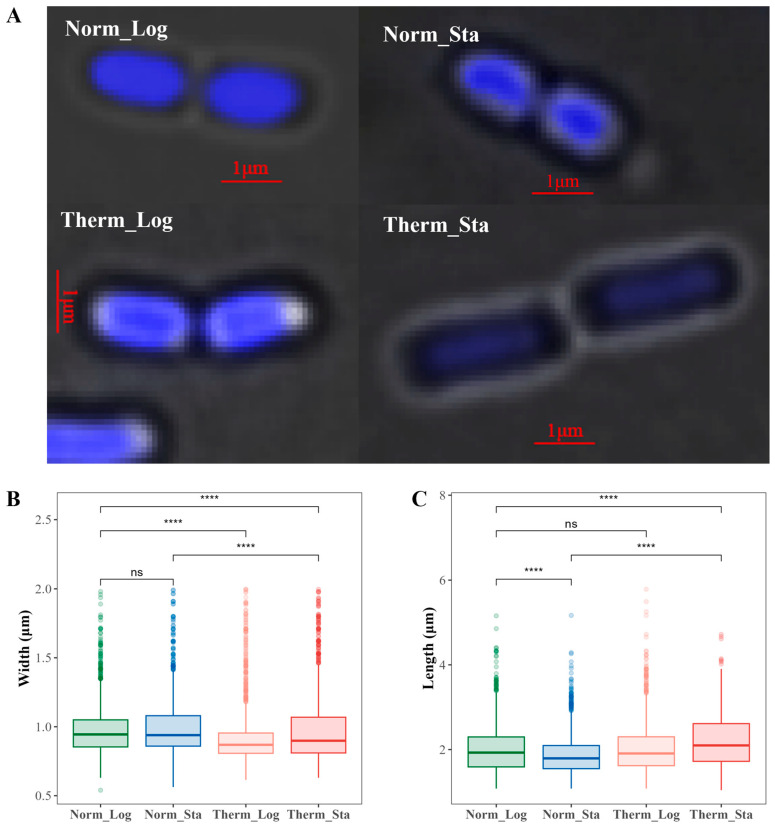
**Comparison of the *E. coli* nucleoid morphology in different growth conditions.** (**A**) Typical microscopic images of the *E. coli* nucleoid under various growth conditions. The nucleoids of *E. coli* were stained blue by DAPI. (**B**) Statistical results of the *E. coli* nucleoid width under different growth conditions. (**C**) Statistical results of the *E. coli* nucleoid length under different growth conditions. In B and C, significance levels are denoted by the following symbols: ns for *p* > 0.05 and **** for *p* ≤ 0.0001.

**Figure 5:**
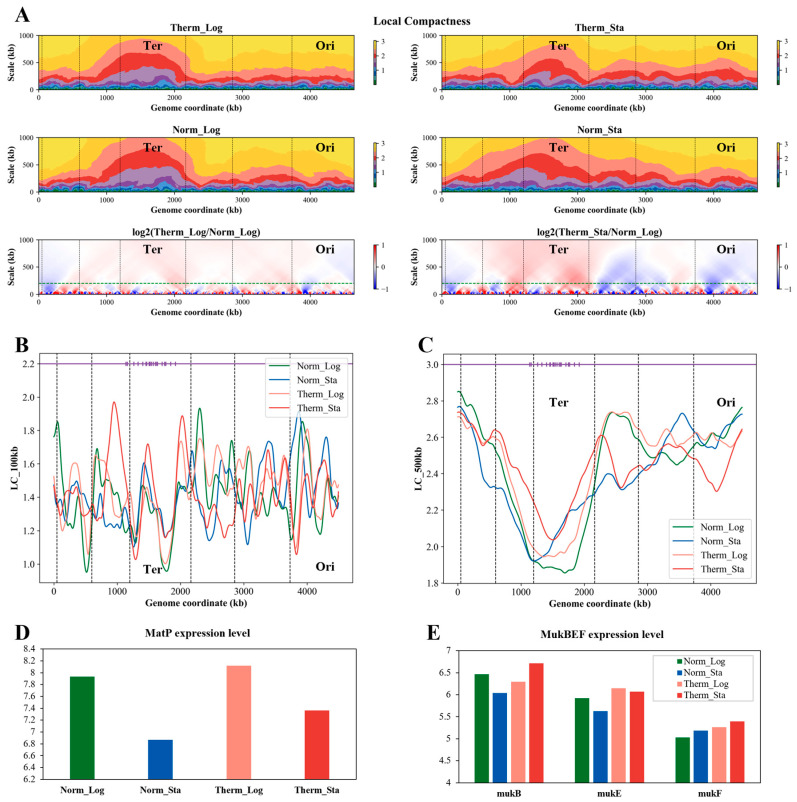
**Local Compactness of the *E. coli* chromosome and related features.** (**A**) The Local Compactness of the *E. coli* chromosome 3D structures under different growth conditions and its ratio between high and normal temperatures. The green dashed lines in the bottom two subfigures of figure A indicate the scale of 200 kb. (**B**) The Local Compactness in the 100 kb range of the *E. coli* chromosome 3D structures under different growth conditions. (**C**) The Local Compactness in the 500 kb range of the *E. coli* chromosome 3D structures under different growth conditions. In subfigures (**B**,**C**), the lines of different colors correspond to different growth conditions. The dots on the purple horizontal lines represent the location of MatS, which is the binding site of MatP. The black dashed vertical lines in the subfigures (**A**–**C**) represent the boundaries of the macrodomains. (**D**,**E**) Transcription levels of MatP and MukBEF in *E. coli* under different growth conditions, respectively.

**Figure 6:**
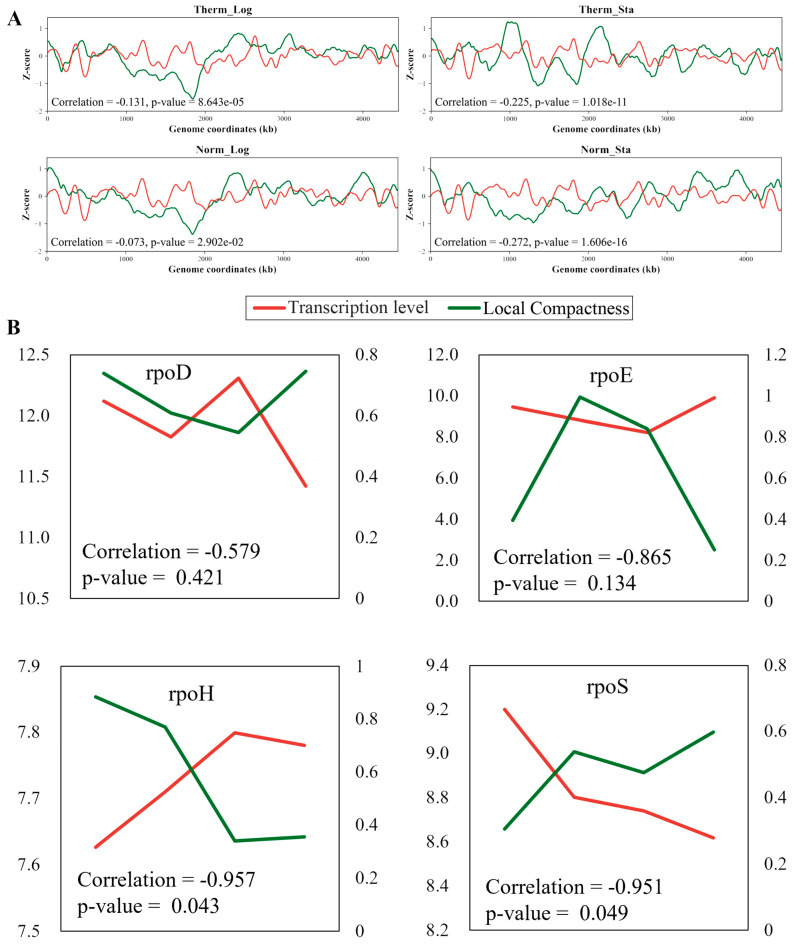
**Correlation between the Local Compactness and transcription level.** (**A**) The genome-wide correlation between the Local Compactness and transcription level under different growth conditions. (**B**) The correlation between the transcription levels of four sigma factors and their Local Compactness (where the sigma factor genes reside in the linear genome). Green lines correspond to the Local Compactness; red lines correspond to the transcription level.

## Data Availability

The 3C-seq and RNA-seq FASTQ files were deposited in the Gene Expression Omnibus (accession no. GSE211825). The scripts used for analyzing the 3C data have been deposited to Github (https://github.com/mbglab/Eco3Dheat).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms12061229/s1, Supplementary Information, including supplementary materials, methods, and results. Figure S1: Global Compactness calculation diagram; Figure S2: Global Compactness and Local Compactness of six theoretical models; Figure S3: GO enrichment results of chromosome differential CID boundary genes in *E. coli* under heat stress; Figure S4: Transcription levels of some *E. coli* NAPs under different growth conditions; Table S1: Regents; Table S2: Software; Table S3: The expression levels of some NAPs involved in Ter macrodomain organization.

# Supplementary material for: Spatial Chromosome Organization and Adaptation of Escherichia coli under Heat Stress
**Source:** Microorganisms. 2024 Jun 19;12(6):1229. doi: 10.3390/microorganisms12061229
**Supplement:** Supplementary file 1

# Spatial Chromosome Organization and Adaptation of *Escherichia coli* under Heat Stress

Xu-Ting Wang and Bin-Guang Ma \*

## Supplementary Information

### S1. Supplementary materials

Table S1. Regents

| Reagent                       | Source              | Identifier    |
|-------------------------------|---------------------|---------------|
| HpaII                         | New England Biolabs | Cat# R0171L   |
| T4 DNA Ligase                 | New England Biolabs | Cat# M0202M   |
| Ready-Lyse™ Lysozyme Solution | Epicentre           | Cat# R1802M   |
| Protease Inhibitor Cocktail   | Sigma Aldrich       | Cat# P8465    |
| Proteinase K                  | Transgene           | Cat# GE201-01 |
| Glycogen                      | Thermo Fisher       | Cat# R0561    |
| RNase A                       | Thermo Fisher       | Cat# EN0531   |
| Triton™ X-100                 | Sigma Aldrich       | Cat# T9284    |
| DAPI Solution                 | Solarbio            | Cat# C0065    |

**Table S2. Software**

| Software         | Source                                                                                                                              |
|------------------|-------------------------------------------------------------------------------------------------------------------------------------|
| Bowtie2          | <a href="https://bowtie-bio.sourceforge.net/bowtie2/">https://bowtie-bio.sourceforge.net/bowtie2/</a>                               |
| Python 3.7.1     | <a href="https://www.python.org">https://www.python.org</a>                                                                         |
| PyMol            | <a href="https://pymol.org/2/">https://pymol.org/2/</a>                                                                             |
| Rstudio          | <a href="https://www.rstudio.com/">https://www.rstudio.com/</a>                                                                     |
| Cutadapt3        | <a href="https://pypi.org/project/cutadapt/">https://pypi.org/project/cutadapt/</a>                                                 |
| Cluster Profiler | BiocManager                                                                                                                         |
| OpenCV           | <a href="https://opencv.org/">https://opencv.org/</a>                                                                               |
| FastQC           | <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc/">https://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> |
| Tophat           | <a href="http://tophat.cbcb.umd.edu/">http://tophat.cbcb.umd.edu/</a>                                                               |
| Cufflinks        | <a href="http://cufflinks.cbcb.umd.edu/">http://cufflinks.cbcb.umd.edu/</a>                                                         |

## **S2. Supplementary methods**

### **S2.1 3C and RNA library construction**

The method described in Lioy and co-authors' work [Cell 2018, 172: 771-783] was modified to generate a 3C library of *E. coli*. The process is described as follows. Fresh formaldehyde solution with a final concentration of 7% was added to 1mL of *E. coli* culture solution, incubated at room temperature for 30 min and then incubated at 4°C for 30 min to fix chromosomes. The excess formaldehyde was quenched by adding 2.5 M glycine solution and incubating at 4 °C for 30 min. Centrifuge at 4 °C at 3500 × g for 10 min and remove the supernatant. 10 µL protease inhibitor and 200 µL Ready-Lyse were added to each tube of precipitation, and the precipitation was resuspended and incubated at room temperature for 30 min. Centrifuge at 4°C at 3500 × g for 10 min and remove the supernatant. The bacterial lysate was obtained by re-suspension of precipitate products with 100 µL 1 × TE Buffer and incubation with 5 µL 10% SDS at room temperature for 20 min. Each 100 µL lysis solution was mixed with 50 µL 20% TritonX-100, 100 µL Cut Smart Buffer, 710 µL ultra-pure water and 40 µL restriction enzyme HpaII. After incubating at 37°C for 6 h, the DNA was fully broken and 50 µL 10% SDS was added to quench the excess restriction enzyme. To obtain the ligase, 100 µL

BSA, 1 mL 20% TritonX-100, 2 mL T4 ligation Buffer, 1.6 mL ultra-pure water, and 10  $\mu$ L T4 DNA ligase were added to each 1 mL enzyme digestion solution. After incubating at 16°C for 4 hours, add 200  $\mu$ L 0.5 M EDTA and mix well. Proteinase K was added to the mixed solution at a final concentration of 100  $\mu$ g/mL. Incubated at 58°C overnight. The 3C library was obtained by extracting DNA from the above mixed solution.

RNA library construction was conducted by Novogene company, and the protocol is as follows. RNA was harvested using Rneasy mini plus kit (Qiagen). 1.3 ug of total RNA was used for the construction of sequencing libraries. After the RNA samples passed the detection, the mRNA was enriched by removing rRNA through the kit. Then mRNA was fragmented into fragments by fragmentation buffer. A strand of cDNA was synthesized by using mRNA as template. Then buffer, dNTPs (dTTP in dNTP was replaced by dUTP) and DNA Polymerase I and RNase H were added to synthesize the double-stranded cDNA. AMPure XP Beads were used to purify the double-stranded cDNA, and USER enzyme was used to degrade the second strand of cDNA containing U. The purified double-stranded cDNA was repaired at the end, A tail was added, and sequencing adaptor was connected. Then AMPure XP beads were used for fragment size selection. Finally, PCR amplification was performed and AMPure XP beads were used to purify the PCR products to obtain the final library. After the construction of the library, Qubit 2.0 was used for preliminary quantification, and then Agilent 2100 was used to detect the size of the inserted fragments of the library. After the inserted fragments met the expectations, q-PCR method was used to accurately quantify the effective concentration of the library to ensure the quality of the library.

## S2.2 Calculations of short-range interaction frequency and proportion

The short-range interaction frequency is obtained by dividing the sum of the interaction frequencies between the target bin and two bins with the same distance (threshold) from the target bin by the sum of the interaction frequencies between the target bin and all bins. The formula is as follows:

$$sf_i = \frac{f(i, i - thr) + f(i, i + thr)}{\sum_{j=0}^n f(i, j)}$$

In the formula,  $sf_i$  is the short-range interaction frequency of bin  $i$ , and  $thr$  is the threshold value to define the short range. In this work,  $sf$  values for the thresholds from 0 to 200 bins were calculated.

The short-range interaction proportion is obtained by dividing the sum of the interaction frequencies of the target bin with all bins within a short range (defined by a threshold) by the sum of the interaction frequencies of the target bin with all bins in the genome. The formula is as follows:

$$sp_i = \frac{\sum_{j=i-thr}^{i+thr} f(i, j)}{\sum_{j=0}^n f(i, j)}$$

In the formula,  $sp_i$  is the short-range interaction proportion of bin  $i$ , and  $thr$  is the threshold value to define the short range. In this work,  $sp$  values for the thresholds from 0 to 200 bins were calculated.

### S2.3 Global Compactness calculation

Since bacterial chromosome is usually in a ring shape, we consider its loosest state is a regular circle. When the generated 3D model of a chromosome is closer to a regular circle, the chromosome is considered less compact. The overall structure is least compact when it forms a circle, and the structure becomes more compact when any part deviates from the circle. **Figure S1** illustrates the change of compactness when the shape deviates from circle. As shown, a regular circle has a compactness of 0, which is the loosest state. The compactness of a hexagon is 0.084, the compactness of a circle with a right angle is 0.248, and the compactness of a circle with two symmetrical right angles is 0.509.

To calculate the global compactness of a bacterial chromosome, first we need to calculate the circumference of the chromosome. With the spatial coordinates of each bin in the 3D structure model, we can calculate the Euclidean spatial distance  $D$  between any two bins. The sum of the distances between all successive bins is regarded as the total length of the chromosome model  $L$ . The formula for  $L$  is as follows:

$$L = D(0, n) + \sum_{i=1}^n D(i, i-1)$$

In this formula,  $L$  is the length of the chromosome model,  $n$  is the total number of bins in the chromosome model, and  $D$  is the Euclidean distance between bins.

A regular circle model is then reconstructed using the length  $L$  of the chromosome model as the perimeter. Calculating the distance between bins on the reconstructed circle requires first arranging this reconstructed circle on a rectangular coordinate system. According to the circumference formula of a circle  $r = L/(2\pi)$ , the radius  $r$  of the reconstructed circle can be calculated. The starting bin of the chromosome model is placed on the  $x$ -axis of the coordinate system, and the center of the reconstructed circle is placed at the origin point of the coordinate system; then, the coordinates of the starting bin are  $(r, 0)$ , and the coordinates of the rest bins are computed according to their relationship with the first bin. When the chromosome is reconstructed into a circle, the spatial distance between two successive bins is transformed into the arc length  $l$  on the reconstructed

circle. The arc length  $l$  of a target bin  $m$  from the starting bin on the reconstructed circle can be calculated as follows:

$$l(0, m) = \sum_{i=1}^m D(i, i-1)$$

In this formula,  $l(0, m)$  is the arc length between the target bin  $m$  and the starting bin 0, and  $D$  is the Euclidean spatial distance between two successive bins.

Next, according to the formula  $rad(0, m) = l(0, m)/r$ , calculate the corresponding radian  $rad$ . Then the coordinates  $x$  and  $y$  of the target bin  $m$  in the rectangular coordinate system are calculated according to the sine and cosine formulas  $x_m = r * \cos(rad(0, m))$  and  $y_m = r * \sin(rad(0, m))$ . According to the Euclidean distance calculation method, the distances  $d(i, j)$  between all bin pairs  $i$  and  $j$  on the reconstructed circle can be obtained. And then the Global Compactness of chromosome structure model can be calculated as follows:

$$GC = -\log_2 \frac{\sum_{i,j=0,i \neq j}^n D(i, j)}{\sum_{i,j=0,i \neq j}^n d(i, j)}$$

In this formula, GC is the Global Compactness,  $i$  and  $j$  are indexes for bins,  $D(i, j)$  is the Euclidean distance between bin  $i$  and bin  $j$  in the chromosome 3D structure model, and  $d(i, j)$  is the Euclidean distance between bin  $i$  and bin  $j$  calculated based on their new coordinates  $(x_i, y_i)$  and  $(x_j, y_j)$  when the bins are rearranged on the reconstructed circle. The sum of Euclidean distances between all bins in the chromosome 3D structure model and the sum of Euclidean distances between all bins on the reconstructed circle were calculated, and then the negative log2 value of the ratio of the two sums was defined as the Global Compactness of chromosome. The larger the value, the higher the compactness. **Figure S2A and B** show the Global Compactness of six theoretical models.

### Schematic diagram of compactness calculation

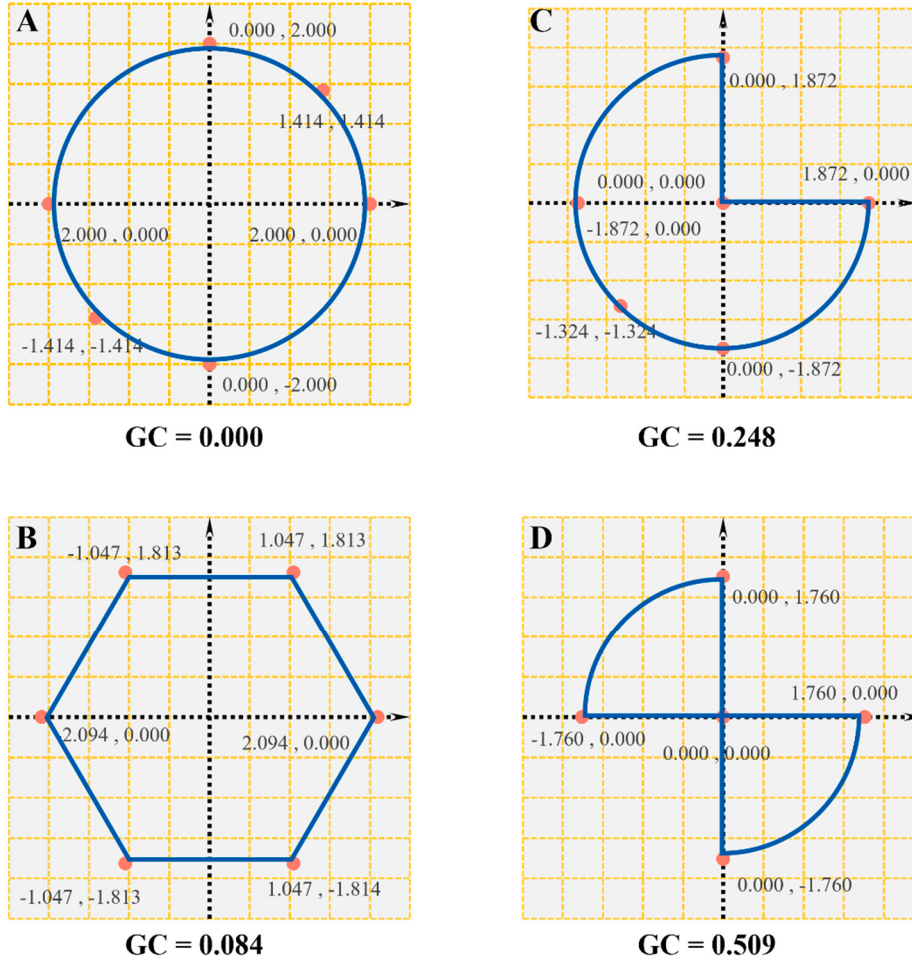

**Figure S1. Global Compactness calculation diagram.** (A) Suppose a circular coil with radius 2 has a global compactness of 0. (B) Keeping perimeter the same, when this coil is reshaped into a regular hexagon, its radius becomes 2.094 and the global compactness is 0.084. (C) Keeping perimeter the same, if the coil is retracted by a right angle to the center of the circle, the radius becomes 1.872 and the global compactness is 0.248. (D) Keeping perimeter the same, if the coil is reshaped into two symmetrical right angles towards the center of the circle, the radius becomes 1.760 and the global compactness is 0.509.

### S2.4 Local Compactness calculation

The local chromosome structure can be regarded as a line of bins, and the compactness is minimum when it is a straight line. The closer the local chromosome structure is to a straight line, the lower the compactness of that local position. Any deviation from the straight line makes the structure more compact. First, the bins within a certain range of the target bin (upstream and downstream symmetrically) are placed on a reconstructed straight line, and the length  $L$  of the straight line is calculated as the sum of the Euclidean spatial distances between all successive bins within that range. Then the ratio of the sum of the Euclidean distances between

these bins in the chromosome 3D structure model to the sum of the distances between these bins on the reconstructed straight line is calculated, and the negative log2 value of this ratio is taken as the local compactness value. The formula for Local Compactness is as follows:

$$LC_i = -\log_2 \frac{\sum_{j=i-thr}^{i+thr} D(i,j)}{\sum_{j=i-thr}^{i+thr} d(i,j)}$$

In this formula,  $LC_i$  is the compactness in the local range of bin  $i$ ,  $D(i,j)$  is the Euclidean spatial distance between  $i$  and  $j$  in the chromosome model,  $d(i,j)$  is the Euclidean distance between bin  $i$  and bin  $j$  on the reconstructed straight line in the local range, and  $thr$  is the threshold for local range definition. The larger the  $LC$ , the higher the chromosome compactness at that location. **Figure S2C** shows the Local Compactness of six theoretical models.

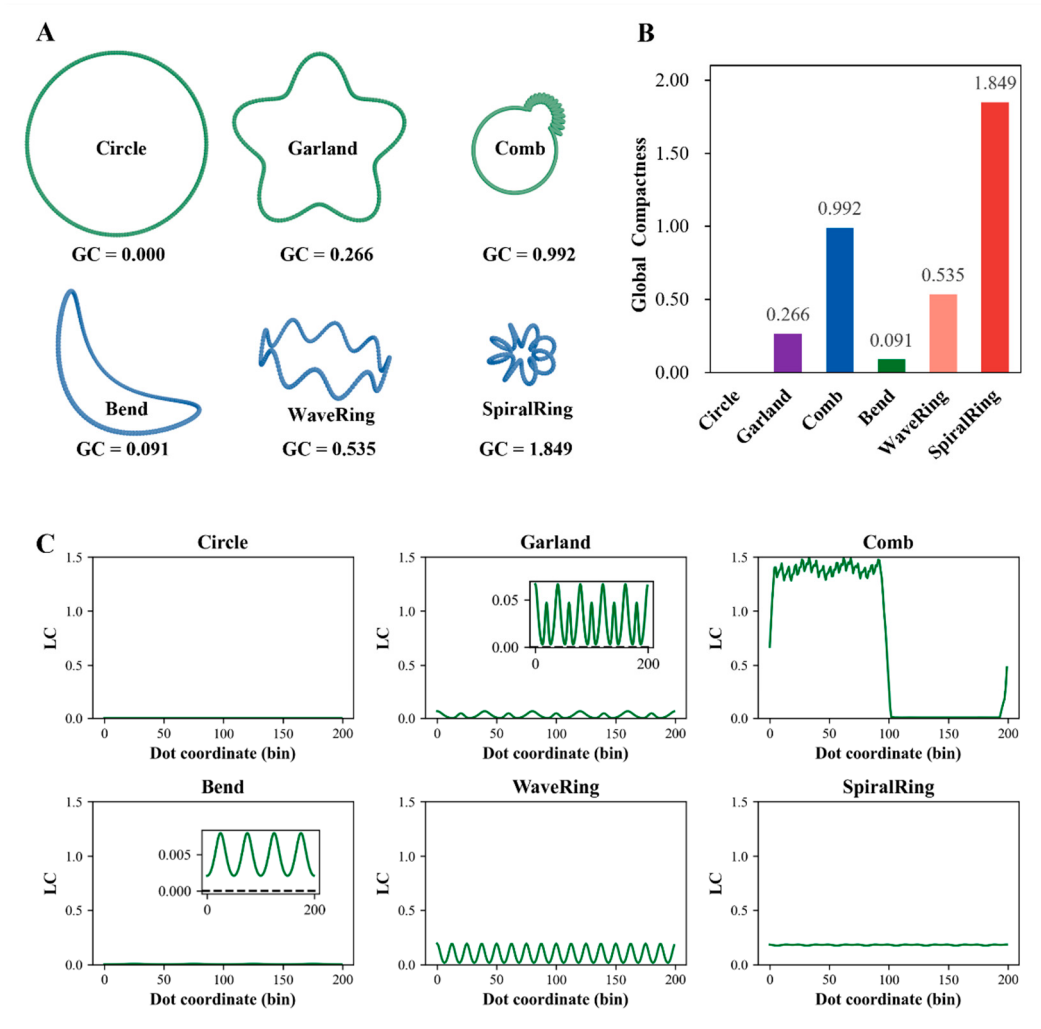

**Figure S2. Global Compactness and Local Compactness of six theoretical models.** (A) In different shapes, 200 points are connected into a ring. The three rings in the first row are planar (2D) structures, and the three rings in the second row are 3D structures. (B) Global Compactness of the six theoretical models. (C) Local Compactness of the six theoretical models.

### S3. Supplementary results

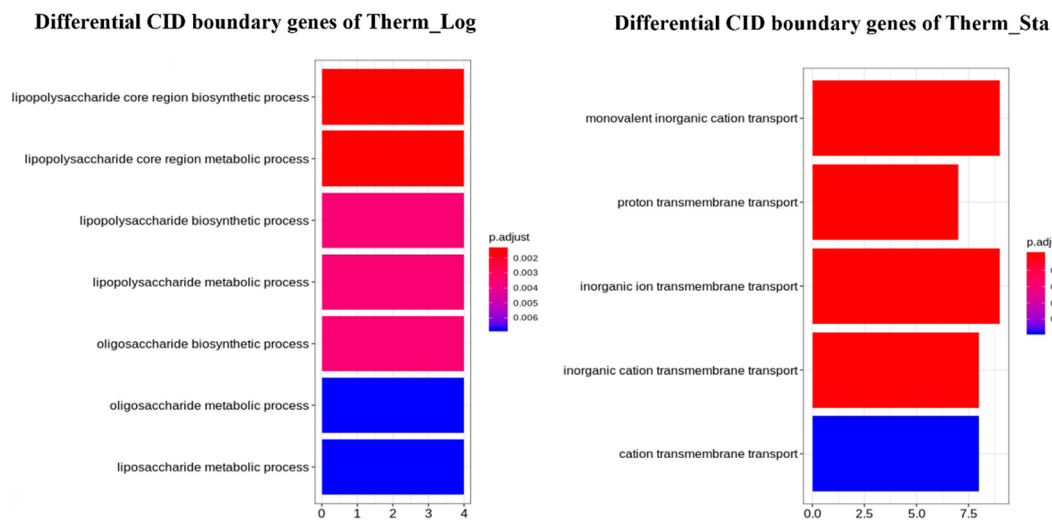

**Figure S3. GO enrichment results of chromosome differential CID boundary genes in *E. coli* under heat stress.** The left side is the result of high temperature logarithmic phase, and the right side is the result of high temperature stationary phase.

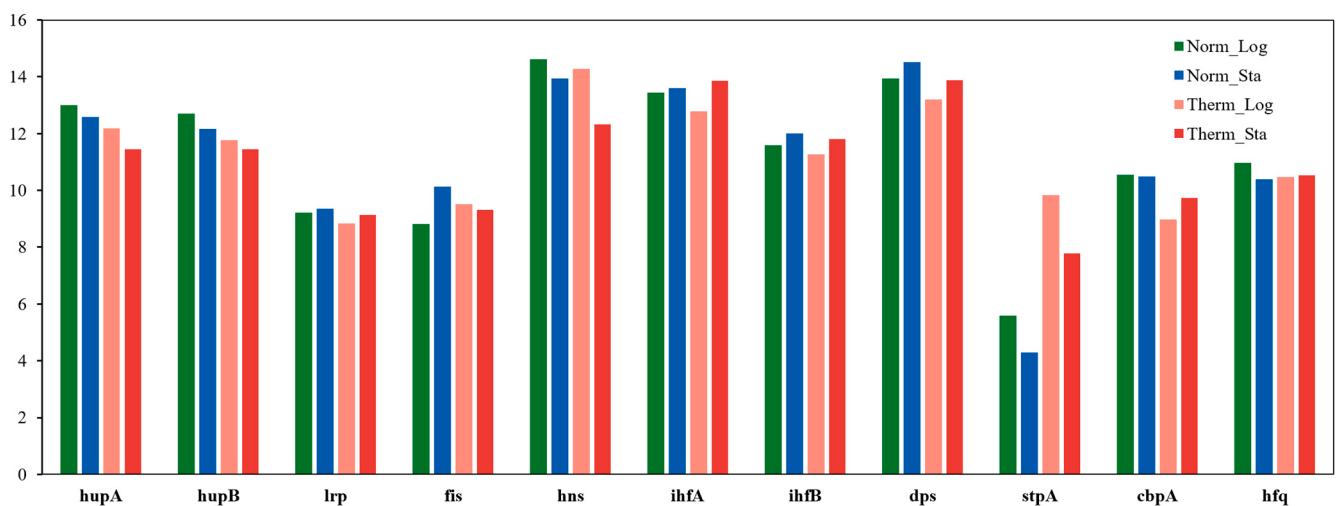

**Figure S4. Transcription levels of some *E. coli* NAPs under different growth conditions.** Different colors in the figure represent different growing conditions.

**Table S3. The expression levels of some NAPs involved in Ter macrodomain organization**

| Gene | Expression level (FPKM) |             |             |             | <i>p</i> -value ( <i>t</i> -test) |                        |
|------|-------------------------|-------------|-------------|-------------|-----------------------------------|------------------------|
|      | Norm_Log                | Norm_Sta    | Therm_Log   | Therm_Sta   | Therm_Log vs. Norm_Log            | Therm_Sta vs. Norm_Sta |
| matP | 7.917±0.230             | 6.866±0.109 | 8.114±0.138 | 7.362±0.119 | 0.178                             | 0.006                  |
| mukB | 6.465±0.027             | 6.035±0.060 | 6.291±0.065 | 6.715±0.072 | 0.012                             | 0.000                  |
| mukE | 5.918±0.078             | 5.621±0.138 | 6.144±0.086 | 6.058±0.178 | 0.026                             | 0.026                  |
| mukF | 5.031±0.068             | 5.173±0.173 | 5.263±0.056 | 5.391±0.004 | 0.010                             | 0.075                  |

How the deposited data were processed for this re-analysis (not part of the article)

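Chromosome contacts were measured by 3C-seq in 10 libraries of Escherichia coli, 2 for each of 5 groups: Norm_Log (37 °C, 10 min), Norm_Sta (37 °C, 2.5 h), Therm_Log (45 °C, 10 min), Therm_Sta (45 °C, 2.5 h) and Norm_Log0 (37 °C, 0 min), on which the paper does not report. Groups were taken from the sample labels and the methods of the paper. The RNA-seq and microscopy data of the paper were not used here.

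The authors deposited raw contact counts, 1 symmetric matrix per library over 929 bins of 5 kb, with contacts within a bin entered 2 times on the diagonal. The counts were made by the procedure of Lioy and co-authors. The aligner settings and filters behind them are not stated, and the reference genome is stated only for the RNA-seq data. Bin positions follow the coordinates of the MG1655 assembly ASM584v2, which has as many bins of this size, and gene coordinates came from its annotation. The authors' SCN normalization was not part of the deposited counts, and replicates were not pooled. The libraries held from 440255 to 1194968 contacts, with a median of 941451.5. Intervals given for shares cover counting error only.

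Each matrix was normalized by 10 rounds of SCN. From it were computed the mean interaction frequency at each distance, the ratio of groups in distance classes, and the share of a bin's contacts within 20 or 100 bins on each side. CIDs were called from a directionality index over 20 bins on each side of the summed replicates, with a critical value of 2.093, a threshold that the paper does not state, and boundaries within 10 kb counted as shared. Models were built by an error-vector method with distance equal to frequency to the power -0.5 and 3 starts, of which the best was kept. GC and LC followed the formulas of the paper, with log2, and LC was computed at 50, 100, 200, 500 and 1000 kb. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and numba 0.67.0, and plots matplotlib 3.10.9.

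Positions were tested on raw counts summed over 1128 pairs of 47 blocks of 100 kb, with at least 51 and a median of 389 contacts per pair and library. The edgeR quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) was fitted to all 10 libraries with SCN factors as offsets and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 was an alternative. Other group comparisons used a two-sided exact permutation test, which for 2 libraries against 2 cannot go below 0.333. The steps were tested on simulated data. In 1128 simulated block pairs the test called all 200 changed pairs in the right direction and 13 unchanged pairs. It called 0 pairs in a contrast with no change. The simulated counts were independent between block pairs, with changes of 2 times, and were fitted without SCN offsets. The offsets and shifts of whole libraries were therefore not tested. On simulated maps of 200 bins SCN had an error of at most 3.76e-04% and 8 of 8 boundaries were called. The model step returned the GC of 1.41 of the known structure. The maps for SCN and for the model step had no counting noise and no empty pairs. The model map was also made with the exponent that the models use, so models of sparse libraries were not tested.

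The designs of the group comparisons and the alternatives to them were set before the data were examined, except that smoothed matrices, 20 kb bins combined with thinning, smoothing combined with thinning or with summed replicates, removal of the mean of each distance, and the replicate block fitted to the compared groups alone were chosen after values had been seen. The other alternatives were raw counts without SCN, the diagonal left out, bins under 0.5 of the median row total left out, thinning to 440255 contacts, other windows, limits of Ter moved by 50 kb, replicates summed, exponents -1 and -0.33, empty pairs filled, 20 kb bins, block sizes, scalings and filters of the count test, a replicate block, and leaving out each library. A stronger smoothing was also tried early on and not carried forward. The named regions were the macrodomains, with limits read by eye from Fig. 5C, the genes whose LC the paper reports, and for each contrast the block pair with the largest rise and the largest fall among those past the threshold whose libraries did not overlap. Other bins named were chosen after their values were seen.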

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

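The replicate comparison, the removal of the distance decay and the Ori to Ter criterion described as set earlier were set before their own results were seen. The other tests in this part were chosen only after the results were seen. The removal of the distance decay was itself added after other values had been seen.

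The effect of heat went in opposite directions in the 2 growth phases for 4 measures, with the libraries of the temperatures fully separated in each phase. The same libraries gave all 4. Each measure rests on shares of a bin's contacts, where more contacts at short distances leave fewer further away. The 4 measures are therefore not independent results. The stationary minus the logarithmic effect was 0.67 (log2) for contacts up to 200 kb, -1.03 for contacts over 1000 kb, 0.62 for contacts of Ter up to 200 kb and 15.5 percentage points for the share of contacts within 100 kb. For these 4 measures the difference itself was not tested, since the separation of the libraries fixes the outcome of a permutation of the labels. In the edgeR test 851 of 1128 block pairs had a heat effect that differed between phases, of which 137 were higher and 714 lower in stationary phase. With TMM factors 627 pairs differed, 359 higher and 268 lower, and with DESeq2 536, of which 387 were higher and 149 lower.

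Drawing fewer contacts leaves a mean frequency where it was, so the number of contacts alone does not give the difference in stationary phase. Over the alternatives, thinning among them, the log2 ratio of Therm_Sta to Norm_Sta up to 200 kb stayed between 0.30 and 0.37. Other differences between libraries that go with depth cannot be told apart from an effect of heat. For these, 1 Therm_Sta library alone, replicate 2, has the depth of the Norm_Sta libraries. Its log2 ratio up to 200 kb to the mean of Norm_Sta was 0.43, while the Norm_Sta replicates differed by 0.30 between themselves. The deeper Therm_Sta replicate 1 was at -0.19 relative to replicate 2. A larger share of contacts spread evenly over all bin pairs, as random ligation gives, is a candidate explanation in logarithmic phase. Norm_Log with 24.6% of such contacts added gave the Therm_Log frequencies, with a remainder of 0.00942 on the log2 scale from 25 to 100 kb, and a real loss of structure that spreads contacts evenly stays open. For Therm_Sta against Norm_Sta an evenly spread share left a remainder of 0.0918 from 5 to 25 kb, above 0 in all 4 library pairs. In that class the Norm_Sta and Therm_Sta replicates left 0.0261 and 0.00721, but the Norm_Log replicates left 0.0911. Whether such a share is the whole cause therefore stays open. Replicates of the heated and stationary groups differed in a way such a share gives, with a largest remainder of 0.0532, in Therm_Log. The Norm_Log replicates had a remainder of up to 0.0911, about that between Therm_Sta and Norm_Sta. Changes shared by all positions account for most calls of the count test, since with the mean of each distance taken out 20 block pairs were past the threshold in logarithmic phase and 1 in stationary phase. For the difference between the phases there were 21. A biological effect of heat that depends on the growth phase stays open and was not tested.

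Norm_Log0 is not reported on in the paper. Contacts of Ter from 200 to 1000 kb were more frequent in Norm_Log than in Norm_Log0, by 0.0901 on the log2 scale. An evenly spread share left a remainder of 0.0841 in Ter, with all 4 library pairs between 0.07 and 0.10, while it was 0.01 outside Ter. Over all bins the Norm_Log replicates left -0.0710 from 200 to 500 kb and -0.000132 from 500 to 1000 kb. The remainder in Ter argues against the share as the whole cause. It does not exclude the share, since no remainder between replicates was computed for Ter. The count test called 0 block pairs between Norm_Log and Norm_Log0, and 25 had an unadjusted p under 0.05. The 10 min of growth between the samples is a biological explanation that was not tested.

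Ori bins held more raw contacts than Ter bins in every library, with ratios from 1.66 to 1.89 in the 6 libraries of the logarithmic phase and from 1.06 to 1.15 in the 4 libraries of the stationary phase. Depth is excluded as the cause, since the Therm_Sta libraries differ in depth and had ratios 0.0035 apart. An evenly spread share is excluded too, since contacts up to 200 kb gave a mean ratio of 0.978 in stationary phase where mixing Norm_Log with the fitted share gives 1.32. Another criterion, set earlier, was undecided: the ratio over 1000 kb was nearer to 1 than that up to 200 kb in 4 of the 6 logarithmic libraries. Unequal copy number of Ori and Ter in replicating cells is a possible explanation, and it was not tested beyond the value of 0.978.

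The first bin (1 to 5000) and the last bin (4640001 to 4645000) shared 1700 to 3197 contacts in every library, from 36.8 to 199.8 times the median adjacent pair. Read pairs across the start of the linear coordinates, counted as contacts, and contacts formed in the cell cannot be told apart. The former would leave the pairs 1 bin further away near the median of their distance, and the pair of the first and the second last bin was at 1.82 to 2.89 times that median while the pair of the second and the last bin was at 0.185 to 1.02 times. No biological explanation was tested.

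The bin from 1205001 to 1210000, in Ter, held 693 to 1414 contacts within itself, 17.6 to 137 times the median bin. Extra copies of the segment are excluded as the whole cause, since its contacts with other bins were raised by at most 1.60 times. Its count relative to that of the first and last bin varied by 20.6% (coefficient of variation) between libraries, against 92.9% relative to other bins. Unligated read pairs, as a rearrangement against the reference gives, cannot be told apart from other sources by this value, since it is open whether the first and last bin hold such read pairs. A strain difference at this position was not tested.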

How the results depend on the processing

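The smoothed models, the combined model settings, the removal of the mean of each distance and the replicate block on the compared groups alone were chosen only after results were seen.

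Of the 18 distance and short-range results, 15 kept their direction under the 7 alternatives and in the fits that each left out 1 library. The log2 ratio up to 200 kb ran from -0.42 to -0.22 in logarithmic phase and from 0.20 to 0.50 in stationary phase over these fits, and over 1000 kb from 0.53 to 0.83 and from -0.49 to -0.22. The short-range proportion ran from -9.74 to -5.98 and from 5.06 to 10.3 percentage points. Thinning does not shift a mean frequency, so that alternative says only that the number of contacts drawn does not move these results. Norm_Sta replicate 1 decided most in stationary phase. Without it the changes were 0.20 up to 200 kb, -0.22 over 1000 kb, 0.15 for Ter up to 200 kb, -0.0218 for Ter from 200 to 1000 kb and 5.06 points, and without Norm_Sta replicate 2 Ter changed by 0.46 up to 200 kb and by -0.0824 from 200 to 1000 kb. Without Therm_Sta replicate 2 the change over 1000 kb was -0.23 and that of Ter from 200 to 1000 kb -0.0284. In logarithmic phase Ter changed by -0.32 up to 200 kb and 0.14 from 200 to 1000 kb, and without Therm_Log replicate 2 by -0.21 and 0.09. The ratio from 200 to 1000 kb in logarithmic phase, near 0, was -0.0076 with the diagonal left out, -0.0073 with low bins left out, and -0.0143 (without Norm_Log replicate 2) to 0.0275 with 1 library left out. From raw counts divided by the library total, Ter changed by 0.0153 from 200 to 1000 kb in stationary phase and by 0.0192 up to 200 kb in Therm_Sta against Norm_Log. The cause was not tested.

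Of 70 GC values under an alternative, 64 kept their direction. The GC of Norm_Sta exceeded that of Norm_Log under each of the alternatives, by 0.75 to 1.24 with 1 library left out. The change of GC with heat in logarithmic phase was -0.0487 from 20 kb bins and 0.04 without Norm_Log replicate 2. In stationary phase it was -0.37 without Therm_Sta replicate 1 and -0.41 without Norm_Sta replicate 1. For Therm_Sta against Norm_Log the smoothed matrix gave -0.0375, and the difference was 0.05 without Therm_Sta replicate 2 and 0.63 without replicate 1. For Therm_Sta against Therm_Log the smoothed matrix gave -0.0815, smoothed and thinned -0.0564, summed and smoothed -0.0494, and fits without 1 library -0.0229 (without Therm_Sta replicate 2) to 0.55 (without Therm_Sta replicate 1). The cause was not tested.

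LC at 500 kb depended most on the model setting, and 30 of 93 values reversed. For Ter in Therm_Sta against Norm_Log, near 0, it was 0.0671 and 0.0541 with exponents -1 and -0.33, 0.0684 thinned, 0.22 from 20 kb bins, 0.58 with empty pairs filled, 0.29 smoothed, 0.21 smoothed and thinned, 0.38 from thinned 20 kb bins, 0.0871 summed, 0.37 summed and smoothed, and -0.19 (without Therm_Sta replicate 2) to 0.10 (without Therm_Sta replicate 1) with 1 library left out. For Ori in that comparison it was -0.28 from 20 kb bins, -0.49 smoothed, -0.10 smoothed and thinned, -0.0155 from thinned 20 kb bins, -0.0253 summed, -0.26 summed and smoothed, and -0.0111 (without Therm_Sta replicate 2) to 0.14 (without Therm_Sta replicate 1) with 1 library left out. For Ori with heat in logarithmic phase it was 0.0094 with exponent -1, 0.0076 with exponent -0.33, 0.0922 thinned, 0.185 with empty pairs filled, 0.10 smoothed and thinned, 0.0579 from thinned 20 kb bins and 0.0399 summed. For Ter with heat in logarithmic phase it was -0.21 from 20 kb bins and -0.0403 smoothed and thinned. For Ter in stationary phase it was 0.0410 smoothed and thinned, 0.0602 from thinned 20 kb bins and 0.10 summed and smoothed. Without Norm_Sta replicate 1 the stationary change was -0.31 in Ter and -0.0554 in Ori, and without Norm_Sta replicate 2 it was -0.49 in Ori. The cause was not tested.

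Distances in the 5 kb models depended on depth. The Ori to Ter distance fell with heat in logarithmic phase from 39.1 to 37.3 units at full depth and rose from 21.9 to 25.4 with thinned libraries, while it fell in the 20 kb models under both settings. The cause was not tested.

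With every change of sign counted, CIDs numbered 122 in Norm_Log, 126 in Norm_Log0, 164 in Norm_Sta, 138 in Therm_Log and 149 in Therm_Sta, because no threshold is applied. Therm_Sta had 19 to 26 CIDs with 1 library left out, 19 without replicate 1. Sharing of boundaries was 46.2% in Norm_Log and Therm_Log after thinning. In Norm_Sta and Therm_Sta it was 30.0% with 10 bins and 77.4% without a threshold. The chance level, which rises with the number of boundaries, was not computed for these settings. The cause was not tested.

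Counts of changed block pairs moved with the setting. With 50 kb blocks, of which there are 4371 pairs, 1873, 76, 2732, 3577 and 2146 changed for heat in logarithmic phase, heat in stationary phase, Therm_Sta against Norm_Log, Norm_Sta against Norm_Log and the interaction. With the mean of each distance taken out 20, 1, 372, 317 and 21 changed in this order. DESeq2 gave 517 for heat in logarithmic phase, 160 in stationary phase and 536 for the interaction. In stationary phase library size alone gave 175, TMM factors 115, and the compared libraries alone 1. Between Norm_Log and Norm_Log0 library size gave 2 and TMM factors 1. A filter of at least 10 counts removed no pair. No fit left out 1 library, since an arm would keep 1 library. The cause was not tested.

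The groups share only replicate numbers, and correlations of same-numbered deviations ran from -0.654 (Norm_Sta and Therm_Log) to 0.566 (Norm_Sta and Therm_Sta), with 0.161 for Norm_Log and Therm_Log. The paper divides a culture into the normal-temperature and the high-temperature group, and its text does not say which replicate libraries came from a shared culture. With the replicate block 1 pair changed with heat in stationary phase and 765 in logarithmic phase, and with the block on the compared groups alone 613 (117 rises and 496 falls) and 817.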

Differences from the paper's values

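The settings described as added here were chosen only after the values had been seen.

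The GC of Norm_Log was 5.54 against the paper's 2.812, of Norm_Sta 6.54 against the paper's 2.973, of Therm_Log 5.62 against the paper's 2.949, and of Therm_Sta 5.88 against the paper's 2.986, both on a log2 scale. Of the alternatives set before the data were examined, 20 kb bins brought all 4 groups within a factor of 1.5 of the paper's value, at 2.93, 3.26, 2.88 and 2.94, while exponents -1 and -0.33, thinning, filled empty pairs, summed replicates and leaving out 1 library did not. Among the added settings, chosen after seeing the values, smoothed matrices gave 2.71, 3.05, 2.76 and 2.68, smoothed and thinned ones 2.85, 3.06, 2.94 and 2.88, thinned 20 kb bins 2.98, 3.26, 3.12 and 3.18, and summed and smoothed ones 2.57, 2.80, 2.65 and 2.60, which are all within that factor too. The heated group lay above the normal-temperature group in both phases in the paper's values. From 20 kb bins it lay below it in both phases, and in the added settings above it in logarithmic phase and below it in stationary phase.

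Norm_Sta had 23 CIDs against the paper's 37. None of the alternatives set before the data were examined closed this difference, with 20 CIDs over 10 bins, 19 over 40 bins, 164 without a threshold, 23 after thinning, and 17 and 24 in single replicates.

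The paper states that heat raises contacts over 1000 kb in both phases, while Therm_Sta against Norm_Sta changed by -0.35 there. Against Norm_Log, the denominator in the title of the right subfigure of Fig. 1B, it changed by 0.76. It states that chromosomes are more compact at high temperature at each growth stage, while the GC of the stationary phase changed by -0.66. The level it gives for the share of a bin's contacts within 500 kb was exceeded by the group mean in 918 of 929 bins in Norm_Log, 305 in Therm_Log, 119 in Therm_Sta and 3 in Norm_Sta. It states that stationary phases have more boundaries around Ter and smaller CIDs, while Norm_Sta had 3 boundaries in Ter against 5 in Norm_Log and a median size of 190.0 kb against 160.0 kb. Therm_Sta had 6 boundaries in Ter against 3 in Therm_Log, and 9 against 4 with 200 kb on each side, which is the paper's direction, and a median size of 135 kb against 115 kb. Single replicates gave 5 and 3 boundaries in Ter in Therm_Sta and 3 and 3 in Therm_Log. The counts in Ter were 5 against 4 after thinning, 6 against 8 with 10 bins and 3 against 3 with 40 bins. With every change of sign from negative to positive counted, as the methods of the paper place boundaries where the sign alternates, Norm_Sta had 164 CIDs and 40 boundaries in Ter against 122 and 26 in Norm_Log, and Therm_Sta 149 and 26 against 138 and 30 in Therm_Log. It places the single peak of stationary distances as high as the main peak of the logarithmic phase, while the mode of Norm_Sta lay at 21 units against 36 in Norm_Log, 23 in Norm_Log with thinned libraries, and 22 against 31 in the 20 kb models. Therm_Sta lay at 26 against 35 in Therm_Log, at 21 against 22 with thinned libraries, and at 24 in both groups in the 20 kb models. It proposes that short distances are fewer in stationary phase. The share of pairs under 15 units was 18.2% in Norm_Sta and 8.47% in Norm_Log, 19.0% and 16.9% with thinned libraries, and 31.9% and 22.5% in the 20 kb models. For Therm_Sta and Therm_Log it was 12.9% and 9.07%, 17.2% and 17.3%, which is the paper's direction with overlapping models, and 27.9% and 27.5%. It states that Ter has a lower LC than other regions at any scale, while in Therm_Log the LC at 500 kb was 4.72 in Ter and 4.70 elsewhere. In the 20 kb models Ter was lower than other regions in that group, at 1.76 against 2.45, and with thinned libraries at 5 kb it was 4.93 against 4.71. In its results it states that heat raises the LC of Ter at larger scales, and in its discussion that the LC of Ter falls, while at 500 kb it changed by 0.14 in logarithmic phase and by -0.52 in stationary phase. In logarithmic phase it was -0.21 from 20 kb bins, an alternative set before the data were examined, and -0.04 smoothed and thinned. From thinned 20 kb bins the LC of Ter was 1.98 in Norm_Log and 2.02 in Therm_Log, with overlapping models. In stationary phase the change was 0.06 from thinned 20 kb bins, 0.04 smoothed and thinned and 0.10 summed and smoothed, settings chosen after seeing the values. Against Norm_Log, the denominator in the title of the right subfigure of Fig. 5A, it changed by -0.05 with overlapping models. There exponents -1 and -0.33, thinning, 20 kb bins, filled empty pairs and summed replicates gave 0.07, 0.05, 0.07, 0.22, 0.58 and 0.09, and the added settings 0.21 to 0.38. It states that the LC at the limits of Ter rises with heat, while at 500 kb it was 5.07 in Norm_Sta and 4.59 in Therm_Sta. In logarithmic phase it was 4.59 in Norm_Log and 4.66 in Therm_Log, with the models separated, which is the paper's direction. With thinned libraries it was 5.10 and 4.75 in stationary phase and 4.64 and 4.85 in logarithmic phase, and in the 20 kb models 2.39 and 2.19, and 2.13 and 1.92. In the 20 kb models of thinned libraries it was 2.41 and 2.40 in stationary phase and 2.13 and 2.13 in logarithmic phase.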

Other observations

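The tests on the CIDs, on the GC of Norm_Sta as an evenly spread share and on the removed distance decay were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

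Norm_Sta had fewer contacts up to 500 kb and more over 1000 kb than Norm_Log. An evenly spread share of contacts, fitted at 47.6%, left a remainder of -0.0786 from 200 to 500 kb, between -0.10 and -0.05 in the 4 library pairs. The Norm_Log replicates left -0.0710 in that class, so this value alone does not exclude the share as the whole cause. From 25 to 100 kb, a class chosen after its value was seen, the remainder was 0.0723, between 0.065 and 0.079. There the Norm_Log and Norm_Sta replicates left 0.0141 and 0.00862, which argues against the share as the whole cause. In the edgeR test 1026 of 1128 block pairs differed between these groups, 793 higher and 233 lower in Norm_Sta, against 482 and 426 with TMM factors and 381 and 437 with DESeq2. The largest rise joined the block from 1600001 to 1700000 with that from 3200001 to 3300000 (log2 ratio 1.81, edgeR adjusted p = 5.26e-12), and the largest fall was within the block from 2200001 to 2300000 (log2 ratio -0.99, edgeR adjusted p = 2.98e-08).

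The GC of Norm_Sta was higher than that of Norm_Log. Fewer contacts are excluded as the whole cause, since with all libraries thinned to equal depth the difference was 0.61. An evenly spread share and a more compact chromosome cannot be told apart. Norm_Log libraries with this share mixed in gave a GC of 6.36 from 5 kb bins, below both Norm_Sta libraries at that depth, which start at 6.39, but 3.30 from 20 kb bins, where the Norm_Sta libraries lie between 3.18 and 3.34. At equal depth Therm_Log also exceeded Norm_Log, at 6.12 against 5.97. Mixing Norm_Log with the share fitted to Therm_Log gave 6.12 as well, so random ligation is a candidate explanation for this difference, and compaction of the chromosome stays open.

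Norm_Log0, sampled at 37 °C before the shift, had a GC of 5.65 ± 0.06 (SD, n = 2) against 5.54 ± 0.05 in Norm_Log and 5.62 ± 0.01 in Therm_Log. At equal depth it was 5.97 in Norm_Log0 and in Norm_Log. The median distance between Ori and Ter in the 5 kb models was 32.9 ± 0.18 in Norm_Log0, lower than the 37.3 of Therm_Log, but these distances change with depth. With thinned libraries it was 23.7 ± 1.6 against 25.4 in Therm_Log. At 20 kb it was 34.8, higher than the 24.8 of Therm_Log, and after thinning 34.7 against 26.2.

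The number of CIDs ranged from 23 to 31 between conditions. Noise from the number of contacts is a candidate explanation, since the contacts of a single condition, split at random into equal parts over 10 draws, gave lists that differed by as much as 8 CIDs, in Therm_Sta, with a largest difference of 5 in Norm_Log0 and 7 in the other 3 conditions. The mean difference ran from 2.20 in Therm_Log to 3.60 in Norm_Log. The parts held fewer contacts than the conditions, so the noise at the full depth stays open.

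With the mean of each distance taken out, 20 block pairs changed with heat in logarithmic phase, 16 rises and 4 falls. Of the rises, 13 had 1 end in Ter, 1 had 2 ends there and 2 had none. All 4 falls lay outside Ter. With heat in stationary phase the single pair, chosen after its values were seen, joined 1 to 100000 with 4600001 to 4645000 (log2 ratio -0.21). It contains the first and the last bin. For Therm_Sta against Norm_Log, 75 of the 110 pairs with 1 end in Ter and up to 1000 kb apart rose and 1 fell. Norm_Sta against Norm_Log, without heat, gave 67 rises and 1 fall among these 110.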
